# Loss of the Actin Remodeler Eps8 Causes Intestinal Defects and Improved Metabolic Status in Mice

**DOI:** 10.1371/journal.pone.0009468

**Published:** 2010-03-02

**Authors:** Arianna Tocchetti, Charlotte Blanche Ekalle Soppo, Fabio Zani, Fabrizio Bianchi, Maria Cristina Gagliani, Benedetta Pozzi, Jan Rozman, Ralf Elvert, Nicole Ehrhardt, Birgit Rathkolb, Corinna Moerth, Marion Horsch, Helmut Fuchs, Valérie Gailus-Durner, Johannes Beckers, Martin Klingenspor, Eckhard Wolf, Martin Hrabé de Angelis, Eugenio Scanziani, Carlo Tacchetti, Giorgio Scita, Pier Paolo Di Fiore, Nina Offenhäuser

## Abstract

**Background:**

In a variety of organisms, including mammals, caloric restriction improves metabolic status and lowers the incidence of chronic-degenerative diseases, ultimately leading to increased lifespan.

**Methodology/Principal Findings:**

Here we show that knockout mice for Eps8, a regulator of actin dynamics, display reduced body weight, partial resistance to age- or diet-induced obesity, and overall improved metabolic status. Alteration in the liver gene expression profile, in behavior and metabolism point to a calorie restriction-like phenotype in Eps8 knockout mice. Additionally, and consistent with a calorie restricted metabolism, Eps8 knockout mice show increased lifespan. The metabolic alterations in Eps8 knockout mice correlated with a significant reduction in intestinal fat absorption presumably caused by a 25% reduction in intestinal microvilli length.

**Conclusions/Significance:**

Our findings implicate actin dynamics as a novel variable in the determination of longevity. Additionally, our observations suggest that subtle differences in energy balance can, over time, significantly affect bodyweight and metabolic status in mice.

## Introduction

Obesity is associated with an increased risk of numerous co-morbidities, such as type 2 diabetes, hypertension and cardiovascular diseases, collectively referred to as metabolic syndrome, and cancer [1], [2], [3]. The mechanisms involved are being clarified, following the seminal discovery that adipose tissue, far from being a passive reservoir for the accumulation of lipids, is an endocrine organ that produces dozens of factors that regulate several aspects of organism homeostasis [1], [2], [3]. Consistently, mounting evidence links the production of pro-inflammatory factors, by excess adipose tissue, to the development of a systemic chronic inflammatory state that contributes to the development of obesity-associated morbidities [1], [2], [3].

Studies in mice carrying fat-specific disruption of the insulin receptor gene (FIRKO mice) demonstrated how the insulin signaling pathway plays a major role in the homeostasis of adipose tissue, while its subversion leads to pathological conditions. FIRKO mice display 50% reduction in adipose tissue, despite normal food intake [4], and are protected from age-related and hyperphagia-induced obesity, and obesity-related glucose intolerance [4]. These metabolic changes correlate with extended longevity [5], thus corroborating the idea that reduced fat mass, even in the presence of normal or increased food intake, can reduce obesity-associated metabolic alterations and extend lifespan. The notion that insulin signaling in adipose tissue is critical in the regulation of lifespan received further support by findings that sirtuin 1 (SIRT1), encoded by the mammalian orthologue of SIR2 - a yeast life-extending gene -, inhibits adipogenesis by repressing PPAR-γ, an insulin-dependent master regulator of fat cell development [6].

It has been known for many years that caloric restriction (CR), with adequate nutrition, improves cardiometabolic health, prevents tumorigenesis, and increases life span in experimental animals [7]. One relevant issue is whether CR exerts its beneficial effects *per se* or through the reduction of adipose tissue mass. Studies in FIRKO mice [4], [5] support the latter possibility, while studies in genetic models of CR have not yet addressed the issue. Here, we report one such a model, eps8-null (Eps8KO) mice [8], [9], which unexpectedly links actin dynamics to individual variations in bodyweight, metabolic status and longevity.

Eps8 is a multimodular protein involved in actin remodeling [9], [10], [11], [12], [13] through several activities, including regulation of Rac, a pivotal GTPase in the control of actin dynamics [9], [14], and direct interaction with actin. Through this latter property, Eps8 exerts both actin barbed end capping and actin bundling activities [11], [12]. We systematically analyzed Eps8KO mice to unmask possible defects pointing to phenotypes related to human disease. This analysis revealed that Eps8KO mice weigh less than WT mice and are partially resistant to aging and diet-induced obesity. Moreover, Eps8KO mice display a CR phenotype, accompanied by increased insulin sensitivity and an improved metabolic status, which are likely responsible for the increased lifespan observed in Eps8KO mice. This negative energy balance in Eps8KO mice is not caused by decreased food intake or increased energy expenditure, instead it correlates with decreased intestinal absorption and reduced intestinal microvilli length. Thus, the actin remodeler Eps8 is required for proper microvilli morphogenesis and loss of Eps8 in mice leads to altered intestinal function, improved metabolism and increased lifespan.

## Results

### Eps8KO Mice Are Predisposed to Leanness

Eps8KO mice displayed a significant reduction in bodyweight, when compared to wild-type (WT) mice, something that became much more evident during aging (Fig. 1A) or high-fat diet-induced obesity (Fig. 1B). To gain insights into the nature of these phenomena, we used Soxhlet analysis to measure whole body fat content and lean body mass in Eps8KO mice. Reduced bodyweight was due to a reduction in both the fat and the lean mass in young and, more pronouncedly, in old Eps8KO mice (Fig. 1C). When the weight of individual organs was measured as a fraction of total body weight, however, we observed that for the majority of inner organs there was no significant difference between Eps8KO and WT mice. Instead, a significant reduction in inguinal, epididymal and scapular fat, relative to total body weight, was observed in Eps8KO mice (Fig. 1D). Importantly, total brain weight was unaffected in Eps8KO mice, which resulted in an increase of its fractional contribution to body weight, in older mice (Fig. 1D).

**Figure 1:**
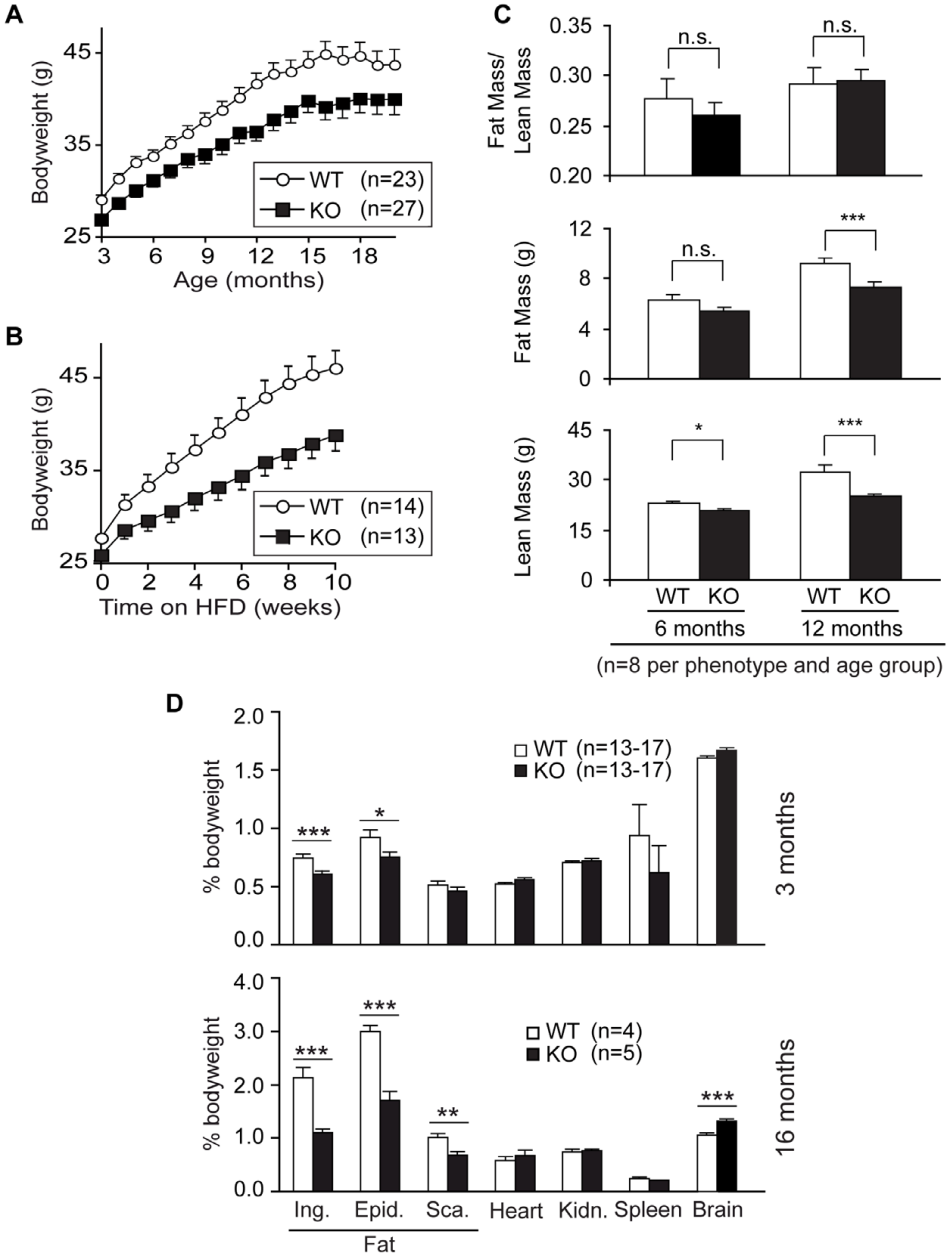
Reduced bodyweight in Eps8KO mice. **A–B.** Age- (A) and high fat diet-induced (B) obesity in Eps8KO and wild-type mice (KO and WT, respectively, in this and all subsequent figures). HFD, high fat diet. **C.** Soxhlet analysis. **D.** Weight of individual organs. Ing., inguinal white fat; Epid., epididymal white fat; Sca., scapular brown fat; Kidn., kidney. Values are expressed as percent bodyweight. In all panels (and in all subsequent figures): n, number of mice tested per condition (in D, 13–17 mice were used, depending on the analyzed organ). In all panels (and in all subsequent figures), values are expressed as means ± SEM. Two-tailed t-test was used to assess statistical significance: *, *P*<0.05; **, *P*<0.01; ***, *P*<0.005; n.s., not significant (in this and in all subsequent figures).

We concluded that Eps8KO mice show a lean phenotype. In addition, results from the detailed measurements of organ weight are compatible with the possibility that these mice are functionally calorie-restricted. Mice subjected to alimentary CR, in fact, show an absolute reduction in both lean and fat mass, and a relatively higher proportional loss of fat mass, while the brain is the sole organ that does not show a reduction in weight [15], [16]. The possibility that Eps8KO mice are calorie-restricted will be further analyzed, and discussed, in a following section.

### Improved Metabolic Status in Eps8KO Mice

Increased bodyweight correlates inversely with insulin sensitivity and overall metabolic status, which in turn affects the risk of type 2 diabetes and of cardiovascular diseases [17], [18]. Accordingly, Eps8KO mice displayed increased insulin sensitivity both at a young and an older age and after high fat diet (Fig. 2A); however, they displayed no increased glucose tolerance (Fig. 2B). Insulin levels were lower in Eps8KO mice at all ages and for all dietary regimes (Fig. 2C). Thus, in Eps8KO mice, reduced bodyweight both during aging- and diet- induced obesity correlates with improved insulin sensitivity.

**Figure 2:**
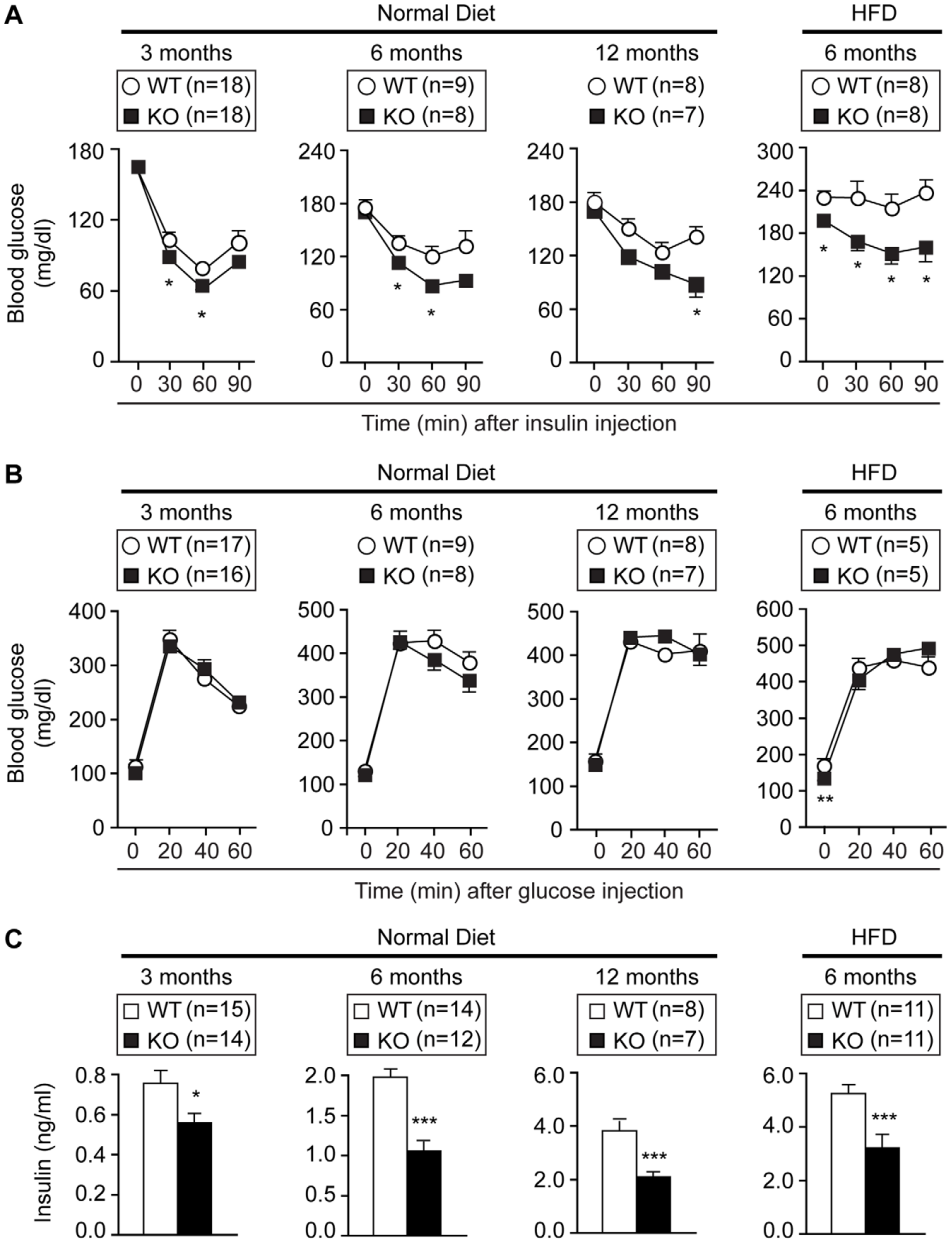
Increased insulin sensitivity in Eps8KO mice. **A.** Insulin tolerance, measured as blood glucose after insulin injection. **B.** Glucose tolerance, measured as blood glucose after glucose injection. **C.** Plasma insulin levels after overnight fast. HFD, high fat diet.

We next compared metabolic parameters of Eps8KO and WT mice (Table S1). While only insulin and leptin levels were reduced in Eps8KO mice fed a normal diet (8% reduction in bodyweight compared to WT mice), after a high fat diet (20% reduction in bodyweight), Eps8KO mice additionally displayed significantly reduced glucose, triglyceride and cholesterol values. A similar improvement in blood parameters was observed in Eps8KO mice after an overnight fast (Table S1). We concluded that Eps8KO mice display an overall improved metabolic status.

### Eps8KO Mice Display Reduced Fat Absorption

One possible cause of reduced bodyweight is reduced food intake/assimilation. We did not detect significant differences in food intake in Eps8KO mice, either when fed on normal chow or on a high fat diet (Fig. 3A). Similarly, we did not detect alterations in the amount of feces produced by Eps8KO mice (Fig. 3B). Instead, determining the calorific value of the feces using a combustion calorimeter, we found that the feces of Eps8KO mice displayed a higher energy content than those of normal mice, both on a normal and on a high fat diet (Fig. 3C). This increase in fecal energy content was not due to altered intestinal permeability or intestinal transit time (Fig. 3D).

**Figure 3:**
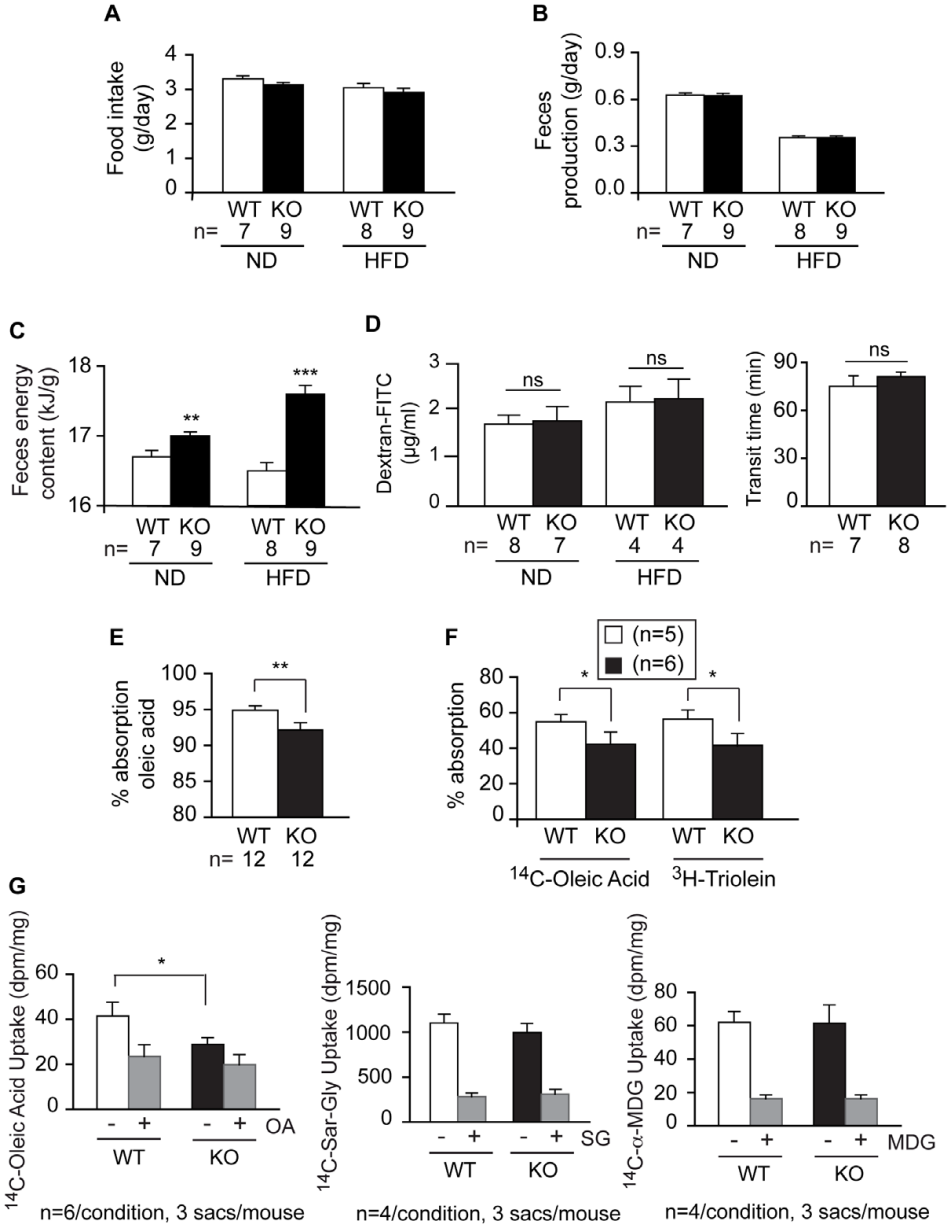
Reduced intestinal fat absorption in Eps8KO mice. **A.** Food intake. **B.** Feces production. **C.** Feces energy content. **D.** Left, intestinal permeability, determined fluorometrically in the plasma 4 hr after an oral gavage of Dextran-FITC (4 kD). Right, *in vivo* intestinal transit, determined as the time (transit time) between oral gavage of Carmin Red and the appearance of red feces. **E.** Absorption of ^14^C-oleic acid determined by the fecal dual isotope method. **F.** Intestinal fat absorption determined by the plasma dual isotope method. Please note that while differences are readily detectable between genotypes, no difference in absorption is observable between the two substrates, within genotypes. **This** indicates that the breakdown of triglycerides at the intestinal level is not impaired. **G.** Intestinal uptake of a fatty acid (left), peptidic (middle), and sugar (right) substrate determined by the everted intestinal sac model. Grey bars depict background values after competition with excess cold substrate: OA, 40 mM cold oleic acid; SG, 20 mM cold sarcosyl-glycine, MDG, 100 mM cold methyl-glucopyranoside. In each experiment 3 sacs/mouse were prepared from the number of mice/experimental condition indicated in the figure. In all panels: ND, normal diet; HFD, high fat diet.

Collectively, the above data suggest that Eps8KO mice absorb less. To investigate this possibility directly, we initially measured fat absorption, since increased fecal calorie content was more pronounced when Eps8KO mice were fed a high fat diet. Using the fecal dual isotope method in which the non-absorbable sitostanol serves as an internal normalizer, we observed a significant reduction in oleic acid absorption in Eps8KO mice (Fig. 3E). Next we measured intestinal absorption using the plasma dual isotope method in which plasma lipases were inhibited to allow accumulation of the absorbed lipids. Oleic acid and triolein (a triglyceride analog) absorption was equally reduced, indicating that the action of intestinal lipases is not impaired in Eps8KO mice (Fig. 3F). To address whether the absorption deficit was specific for fat or whether absorption of other nutrients was also impaired in Eps8KO mice, we used the everted sac model. Uptake of ^14^C-MDG, ^14^C-Gly-Sar was similar in WT and Eps8KO mice, while ^14^C-oleic acid uptake was reduced in intestinal sacs from Eps8KO mice (Fig. 3G). Permeability to ^3^H-mannitol was negligible throughout the experiment (Fig. S1). Thus, while sugar and peptide absorption is normal, fat absorption is specifically impaired in Eps8KO mice.

### Energy Expenditure of Eps8KO Mice

The above data show that reduced food assimilation, in particular fat, is associated with the lean phenotype of Eps8KO mice. However, increased energy expenditures might also contribute to this phenotype.

Daily energy expenditure, determined as oxygen consumption at room temperature, was increased in Eps8KO mice (Fig. 4A). Next, we measured the metabolic rate at 30°C (TNZ, thermal neutral zone), where energy expenditure for thermal regulation is minimal. Under these conditions, we did not detect any significant difference between WT and KO mice (Figure 4A). We also measured locomotor activity. On a 24 hr schedule, activity was not significantly increased in Eps8KO mice (Fig. 4B), although we noticed a trend towards increased activity during the light phase (*P* = 0.06), but not during the dark phase, in Eps8KO mice (Fig. 4C).

**Figure 4:**
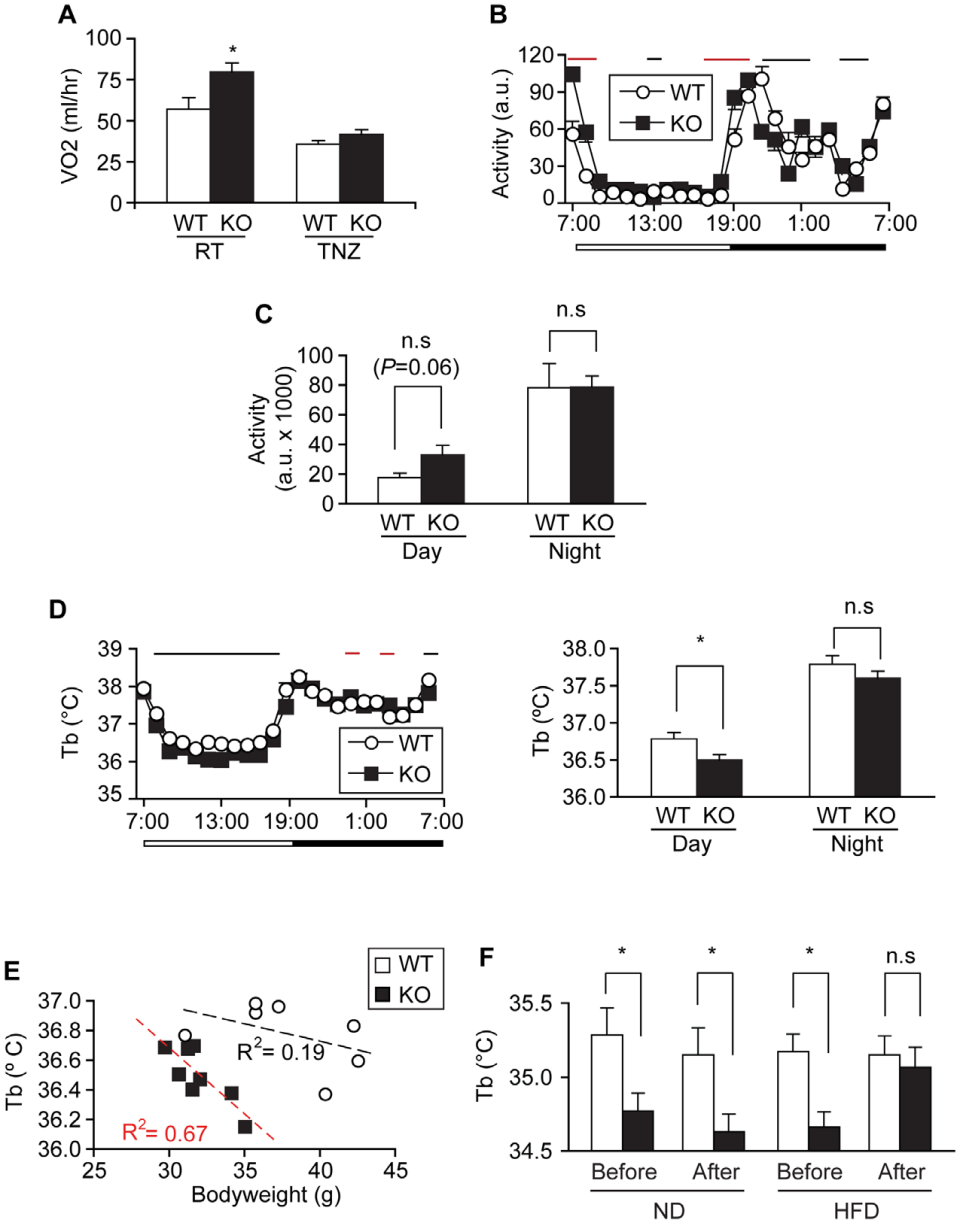
Energy expenditure of Eps8 KO mice. **A.** Oxygen consumption (VO_2_) determined at ambient temperature (RT), and at 30°C (TNZ, thermal neutral zone). **B–C.** Locomotor activity determined on a 24 hr cycle (B) or represented as the average of day and night time (C). In panel B (and in the following panel D), time points, that differed significantly between WT and Eps8KO mice are indicated by horizontal lines. Red and black lines indicate values that were higher or lower, respectively, in Eps8KO vs. WT mice. **D.** Core body temperature, determined telemetrically in WT and Eps8KO mice, and presented as a 24 hr cycle (top) or as the average of day and night time (bottom). **E.** Scatter plot of the correlation between core body temperature and bodyweight. **F.** Core body temperature before and after 8 weeks on normal chow (ND) or on high fat diet (HFD). In all graphs n = 7 for WT and 8 for KO.

This initial set of results indicated that there is increased energy expenditure in Eps8KO mice (Fig. 4A). However, this could not be immediately ascribed to increased locomotor activity (Fig. 4B–C) or to increased metabolic rate when the need for thermogenesis was minimized at the TNZ (Fig. 4A). One possibility, to explain the increased energy expenditure is that Eps8KO mice invest more than WT in thermoregulation, possibly due to reduced insulation. To gain more insights into this issue, we measured core body temperature (Tb). In Eps8KO mice, there was reduced Tb during the light but not during the dark phase (Fig. 4D). In addition, we found that, in Eps8KO mice, core body temperature inversely correlated with body weight, while in WT mice no such correlation was observed (Fig. 4E).

These results suggest that, in Eps8KO mice, energy resources are limited and individual mice allocate available energy resources preferentially either into fat storage or into thermogenesis. To test this hypothesis directly, we fed mice a high fat diet and measured core body temperature at the beginning and at the end of the experiment. As expected, under conditions of increased caloric intake, core body temperature in Eps8KO mice rose to levels of WT mice (Fig. 4F), while it remained unvaried in mice fed a normal diet. These results further support the hypothesis that limited energy resources are at the base of the reduced core body temperature in Eps8KO mice. Interestingly, reduced core body temperature is a phenotype also displayed by calorie-restricted mice [19], [20], an observation that further supports the possibility that Eps8KO mice might be functionally calorie-restricted.

### Eps8KO Mice Are Calorie-Restricted

To corroborate our hypothesis, we employed several approaches. Calorie-restricted mice show a characteristic gene expression profile, reflecting alterations in metabolic pathways due to reduced availability of nutrients [21], [22], [23]. 

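Liver RNA of 4 male Eps8KO mice aged 17 weeks was compared with a pool of WT liver RNA on 2-colour cDNA arrays. RNA of each mouse was hybridised to 2 arrays, once labelled with Cy5 and once with Cy3, which gave 8 arrays. The labels give the number of WT mice in the pool as 5 in the list of animals, 6 in the labelling protocol and 4 in the design. The deposited values are log2 ratios of Cy5 over Cy3, with the direction taken from the dyes in the labels. Of 20355 spots, each array held 17968 to 18802 values, with array medians from -0.28 to -0.08 and means from -0.39 to -0.18. The sign was turned on the arrays with Eps8KO RNA in Cy3, and the 2 arrays of a mouse were averaged, so that n = 4 mice. Probes of a gene were averaged, and the 15455 features with a value in all 4 mice were tested against 0 with limma (moderated statistics, two-sided, Benjamini-Hochberg adjustment). The WT pool is 1 control sample, so the test leaves out the spread between WT mice. No named probe belonged to Eps8, so the knockout could not be checked on the targeted gene.

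Gene names rest on a match found from the values. The row numbers of the values did not carry the names of the platform's probe numbers, and a shift of 32 between them was used. Noise stands here for the rank of a spot by its spread between arrays of the same orientation. Spots missing on more than 2 arrays were given the highest rank, so the measure also reflects which spots were measured. At this shift, 481 probes of liver and housekeeping genes had the lowest mean noise rank of 2001 shifts. So had the 401 of them outside acute phase genes, chaperones of the endoplasmic reticulum and Table S2. The ratios of 27 probes of Table S2 genes correlated with the paper's chip fold changes with r = 0.852 at this shift, against 0.598 at the next best one, so Table S2 took part in the naming. The correlation between pairs of probes of a gene did not single out this shift: for the Eps8KO over WT ratio, 256 of 2000 other shifts gave a correlation as high, for the noise between arrays 1432 and for the number of missing arrays 396. For the Cy5 over Cy3 ratio, the shift came first among 2001 shifts but 446 of 24000 others were as high in a wider scan. The names gave 8789 genes, and 7988 spots stayed without a name.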

We analyzed the gene expression profiles in livers from Eps8KO and WT mice. Eps8 is not expressed in liver [24], thus differences in gene expression should reflect metabolic changes rather than the direct effect of the lack of Eps8. We found 20 genes differentially expressed in between WT and Eps8KO livers (cut-off ± 1.6 fold, *P*<0.05, Table S2). 

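Plasma proteins made by the liver had the lowest ratios among the genes of Table S2. Orm1, an acute phase protein, had a log2 ratio of Eps8KO over WT of -2.63 ± 0.35 (SD, n = 4 mice), and Hpx, which binds heme, of -2.10 ± 0.29 (SD, n = 4). Fga, a chain of fibrinogen, was at -1.77 ± 0.50 (SD, n = 4) and Mbl1, a mannose-binding lectin, at -0.84 ± 0.19 (SD, n = 4). The highest ratios were those of Inmt, a methyltransferase, at 1.38 ± 0.24 (SD, n = 4) and Car3, a carbonic anhydrase, at 1.05 ± 0.21 (SD, n = 4), whose 3 probes ranged from 0.21 to 1.51. The SD is that between mice after the dyes were averaged, and the log2 ratio differed between the dyes. With Eps8KO RNA in Cy5 and in Cy3, it was -1.8 and -3.5 for Orm1, -1.1 and -3.1 for Hpx and -0.9 and -2.6 for Fga. For Mbl1 it was -0.1 and -1.5, for Inmt 2.0 and 0.7 and for Car3 1.7 and 0.4.

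**Figure D1:**
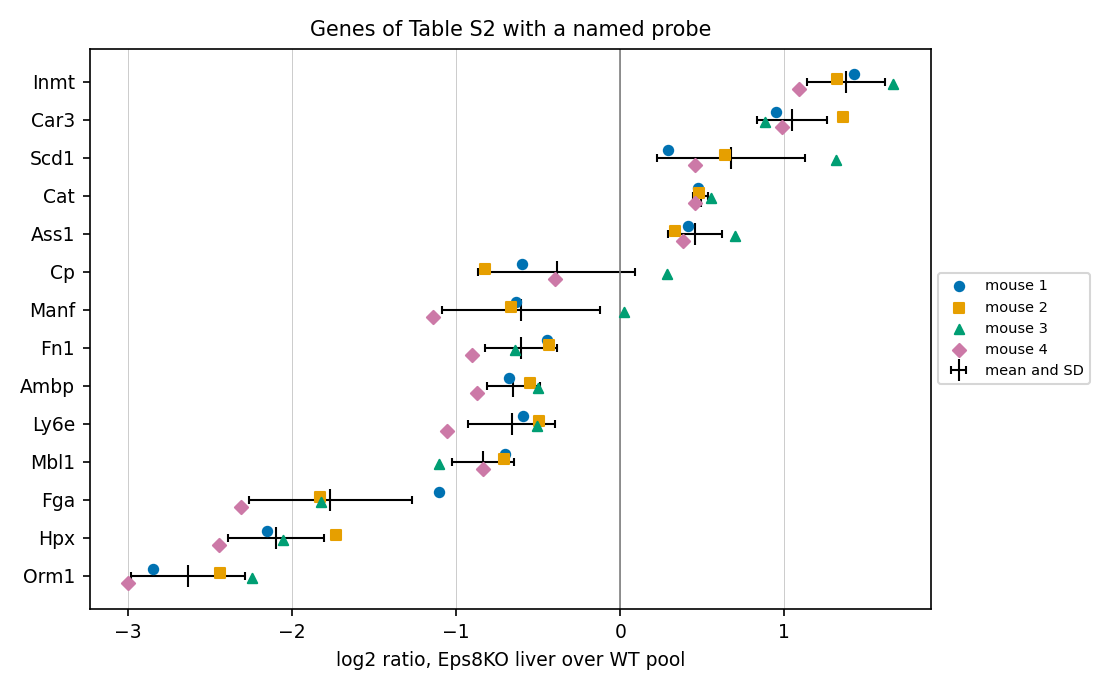
Log2 ratio of Eps8KO liver over the WT pool (x axis) for the 14 genes of Table S2 with a named probe (y axis). Symbols are the 4 mice and bars the mean and SD; 12 genes lie on 1 side of 0 in every mouse, and Manf and Cp do not.

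Scd1, which makes monounsaturated fatty acids, was at 0.68 ± 0.45 (SD, n = 4), Cat, the catalase, at 0.49 ± 0.04 and Ass1, of the urea cycle, at 0.46 ± 0.17. Fn1, Ambp and Ly6e were at -0.61 ± 0.22, -0.65 ± 0.16 and -0.66 ± 0.27. Manf, of the endoplasmic reticulum, was at -0.60 ± 0.48 and Cp, a copper-binding plasma protein, at -0.39 ± 0.48, each below 0 in 3 of 4 mice and each with probes that differed by more than 1.
All 14 genes of Table S2 with a named probe had the direction given there, and 6 passed 1.6-fold and an unadjusted p under 0.05. With limma, 0 of 14 passed an adjusted p under 0.05 over all features and 13 an unadjusted p under 0.05, and 5 higher and 7 lower passed adjusted over the list alone. The study chose these genes on the same arrays and their chip fold changes took part in the naming of the spots, so none of these counts is independent evidence. With a dye term in the limma fit, adjusted p was 0.0003 for Orm1, 0.000907 for Hpx, 0.00245 for Inmt, 0.00528 for Car3 and 0.0272 for Fga. This fit gave the arrays of a mouse a correlation of -0.00244, so the 8 arrays counted almost as independent replicates of 4 mice. The other genes of Table S2 were not analysed here. The sign of Ambp, Fn1 and Ly6e turned on the 4 arrays with Eps8KO RNA in Cy5, and that of Cat, Ass1 and Cp on the 4 arrays with it in Cy3. With names put on the spots without the shift, 8 of 14 genes had the direction of Table S2.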

We validated, by quantitative PCR, nine genes (four upregulated and five downregulated in the Eps8KO/WT comparison), and found 100% concordance (Table S2).

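Of the 9 genes with a QPCR value in Table S2, Car3, Ass1, Scd1, Ly6e, Mbl1 and Manf had a named probe, and these 6 had the same direction on the arrays as by QPCR. Car3 was 2.07-fold higher in Eps8KO than in WT liver on the arrays, and the paper's QPCR value is 2.6. Scd1 was 1.60-fold and Ass1 1.37-fold higher on the arrays, and the paper's QPCR value is 1.7 for both. Ly6e, Mbl1 and Manf had array fold changes of -1.58, -1.79 and -1.52, where the minus sign stands for a lower level in Eps8KO, and the paper's QPCR values are -1.7, -1.5 and -2.2. Across these 6 genes, which are not independent replicates and whose chip fold changes took part in the naming of the spots, Pearson's r between the log2 values was 0.962 (exact permutation p = 0.025, adjusted p = 0.0333 over 4 correlations, two-sided). Spearman's rho was 0.754 (exact permutation p = 0.111, adjusted p = 0.111). The higher and the lower genes form separate groups by both methods, so r largely reflects the shared direction. Car3 was the highest by both, but Ly6e, Mbl1 and Manf had the reverse order on the arrays and by QPCR. On the 4 arrays with Eps8KO RNA in Cy3, r was 0.874 (exact permutation p = 0.0556), and on the 4 arrays with it in Cy5 0.989 (exact permutation p = 0.0111). Across the genes of Table S2, r with the paper's chip fold changes was 0.914 and rho was 0.792, which is no independent evidence, since these fold changes come from the same arrays and took part in the naming of the spots.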

We then compared this expression profile with a number of liver expression profiles published for the CR phenotype of mice [21], [22], [23]. As shown in Fig. 5A, there was a very significant overlap between the genes differentially expressed in livers of Eps8KO vs. WT mice and those differentially expressed in livers of CR vs. control mice. In addition, 15 of the 20 genes of our profile were concordantly and significantly differentially expressed in at least one of four published CR datasets (Fig. 5B, see also Table S3).

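Fn1, a protein of plasma and the extracellular matrix, and Ly6e were lower in Eps8KO liver and, with a significant P in Table S3, lower in all 3 published conditions given there. Hpx and Inmt shared their direction with the study CR-II after 4 days of starvation, and Ass1, Fga, Hpx and Orm1 with the same study after 10 days. In CR-III, Fga, Ambp, Mbl1 and Orm1 shared it. Scd1 was higher in Eps8KO liver and lower in all 3 conditions, and Car3 had the opposite direction in CR-II after 10 days and in CR-III, Cat in CR-III and Cp in CR-II after 10 days. In total, 9 of the 14 genes with a named probe had a significant fold of their own direction in at least 1 condition, and 4 one of the opposite direction. Among the 9, Ambp, Fga, Fn1, Hpx, Mbl1 and Orm1 are in the list of acute phase genes tested here, as is Cp among the 4. Lower ratios of acute phase genes cannot be told apart from an acute phase response in a mouse of the WT pool. Whatever their P, 7 of 11 genes shared the direction in CR-II after 4 days (exact two-sided binomial p = 0.549), 7 of 12 after 10 days (exact p = 0.774) and 8 of 11 in CR-III (exact p = 0.227). Adjusted over the 3 conditions, the exact p was 0.774, 0.774 and 0.68. All 14 genes had the direction of Table S2, so these counts follow from the signs in Tables S2 and S3. The arrays add no separate evidence to them, and the genes took part in the naming of the spots. With 11 or 12 genes, such a p does not show that agreement is absent. Genes that Table S3 does not list for a condition or gives no change for were left out, and the published profiles enter only through Table S3. The paper's count of concordant genes also used CR-I, which Table S3 does not hold, and all genes of Table S2. Its chi-squared test of the overlap against a random one was not repeated here, and the binomial tests ask a different question. On the 4 arrays with Eps8KO RNA in Cy5, 5 genes shared the direction in each condition, and on the 4 arrays with it in Cy3 8 of 11, 8 of 12 and 7 of 11 did. From the genes shared with published CR profiles, the paper concludes that Eps8KO livers resemble those of CR mice.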

**Figure 5:**
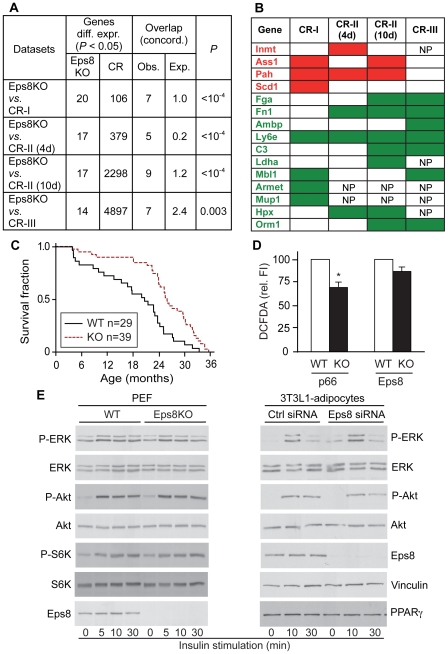
Eps8KO mice display a CR-like phenotype. **A.** The 20 genes differentially expressed in the livers of Eps8KO mice vs. WT (See Table S2) were compared to published studies that analyzed differential gene expression in the livers of CR mice compared to controls [CR-I, [21]; CR-II, [22]; CR-III, [23]]. In the study by Pohjanvirta *et al*., two conditions of starvation (4 days and 10 days) were used, and both are reported in the comparison. In the study by Bauer *et al*., several conditions were used and we report the longest one (48 hs) in the comparison. “Genes differ. expr. (*P*<0.05)”, number of significantly (*P*<0.05) differentially expressed genes in this study (Eps8KO) and in the other studies (CR) (the number of Eps8KO genes vary because not all genes that we analyzed were present on the chips used in the other studies). “Overlap (concord.)”, genes overlapping between the indicated datasets and concordantly regulated (upregulated or downregulated); the observed (Obs.) overlapping genes are reported in comparison to the expected (Exp.) overlap in a random distribution. “*P*”, p-value of the observed overlap vs. the expected one (Pearsons's chi-squared test). Additional details are in the Materials and Methods section. **B.** Detailed analysis of the overlap between genes from the Eps8KO list (column “Gene”; in red, upregulated genes, in green, downregulated genes) with CR lists from other studies (CR-I, CR-II and CR-III as in A). Only concordant overlaps are shown and are indicated by a red box if the gene was upregulated, or by a green box if the gene was downregulated. Genes not present in a specific array experiment are indicated as NP **C.** Kaplan-Meyer survival curves for Eps8KO mice and WT littermates. **D.** ROS production as measured by DCFDA fluorescence in primary embryo fibroblasts (PEF) from Eps8KO and p66KO mice and WT littermates. p66KO fibroblasts [48] were used as positive controls. **E.** Insulin signaling. Left, PEF from Eps8KO or WT mice were treated with Insulin 10 µg/ml for the indicated times, followed by immunoblot (IB) as shown. Right, 3T3-L1 adipocytes were subjected to Eps8 silencing (eps8 siRNA) or to mock-silencing (ctrl siRNA) followed by Insulin treatment and IB as in left.

It should be noted that in our expression profiling analysis the number of significantly differentially expressed genes was lower than in the published studies that we used for our comparisons. 

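Among named genes outside Table S2 past 1.6-fold and an unadjusted p under 0.05 with the same direction in all 4 mice, the lowest ratios in Eps8KO liver belonged to Mt1, a metallothionein that binds zinc and copper, to Saa1 and Saa3, the serum amyloid A proteins of the acute phase, and to Rabgap1l. The log2 ratio was -3.53 ± 0.44 (SD, n = 4 mice) for Mt1, -3.30 ± 1.25 for Saa1, -3.30 ± 0.94 for Saa3 and -3.24 ± 0.32 for Rabgap1l. Syt9 was at -2.87 ± 1.80 on 5 of 8 arrays and Rbck1 at -2.85 ± 2.25 on 7, with mouse 4 at -0.03. Akr1b8, an aldo-keto reductase, was at -2.56 ± 0.34, Hp, the hemoglobin-binding haptoglobin, at -2.45 ± 0.22, Dhx58 at -2.41 ± 0.46 and Fgl1 at -2.33 ± 0.30. Each was below 0 in 4 of 4 mice. With limma on the 4 mice, the test fixed in advance, none passed, with an adjusted p of 0.119 for Mt1, 0.119 for Rabgap1l, 0.142 for Akr1b8, 0.119 for Hp, 0.261 for Dhx58, 0.142 for Fgl1, 0.454 for Saa3, 0.63 for Saa1, 0.884 for Syt9 and 0.906 for Rbck1. With a dye term in the limma fit, adjusted p was 0.000222 for Mt1, 7.12e-05 for Rabgap1l, 0.00056 for Akr1b8, 0.00201 for Hp, 0.00363 for Dhx58, 0.00437 for Fgl1 and 0.0306 for Saa3. This fit gave the arrays of a mouse a correlation of -0.00244, so the 8 arrays counted almost as independent replicates of 4 mice. Saa1 was measured on 7 of 8 arrays and, like Syt9 and Rbck1, did not enter it.
With limma on the 4 mice, 0 features were higher and 0 lower at an adjusted p under 0.05 (smallest adjusted p = 0.119), and 333 were higher and 478 lower at an unadjusted p under 0.05. The fit with a dye term gave 5 higher and 30 lower, and the SAM statistic 0 higher and 15 lower. The SAM statistic took the 8 arrays as independent replicates of 4 mice, and the fit with a dye term almost did. At 1.6-fold and an unadjusted p under 0.05, 164 features were higher and 243 lower. Turning the sign of whole mice gave 351 to 373 such features against 407, and simulated data gave 367 such calls among features without a change. Of the 15 highest ratios among named genes at that threshold, such as that of Ube2j1 at 2.57 ± 1.51, 1 was measured on all 8 arrays, namely 4430402I18Rik, whose 2 probes were at 0.47 and 2.49.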

One obvious possibility is that differences in the profiling platforms employed in the various studies account for the differences. It should also be noted that Eps8KO mice represent a “chronic” condition of calorie restriction, in which adaptive changes might have occurred. In addition, Eps8KO are only moderately and selectively calorie-restricted (the absorption defect is fat-specific). The other studies reported conditions of acute (from 24 h to 8 weeks) and massive calorie restriction (starvation), in which metabolic and gene expression changes are more likely to be of a vaster magnitude. 

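Single genes of metabolism had high or low ratios in Eps8KO liver, but no metabolic gene list passed camera's test of a common direction. Cyp4a14, which oxidises fatty acids, had a log2 ratio of 1.33 ± 0.11 (SD, n = 4 mice; adjusted p = 0.245 with limma on the 4 mice and 0.00666 with a dye term in the fit), and Igfbp1, which binds insulin-like growth factors, of -1.21 ± 0.49 (adjusted p = 0.75 and 0.0373). The fit with a dye term counted the 8 arrays almost as independent replicates. Both lay on 1 side of 0 in 4 of 4 mice, as did Gpam, of triglyceride synthesis, at -1.01 ± 0.48 (adjusted p = 0.838 and 0.376) and Cyp3a11, of drug metabolism, at 0.86 ± 0.41 (adjusted p = 0.838 and 0.225). Slc37a4, the transporter of glucose 6-phosphate, was at 1.21 ± 0.42 over both dyes but at -0.92 on the 4 arrays with Eps8KO RNA in Cy5.

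**Figure D2:**
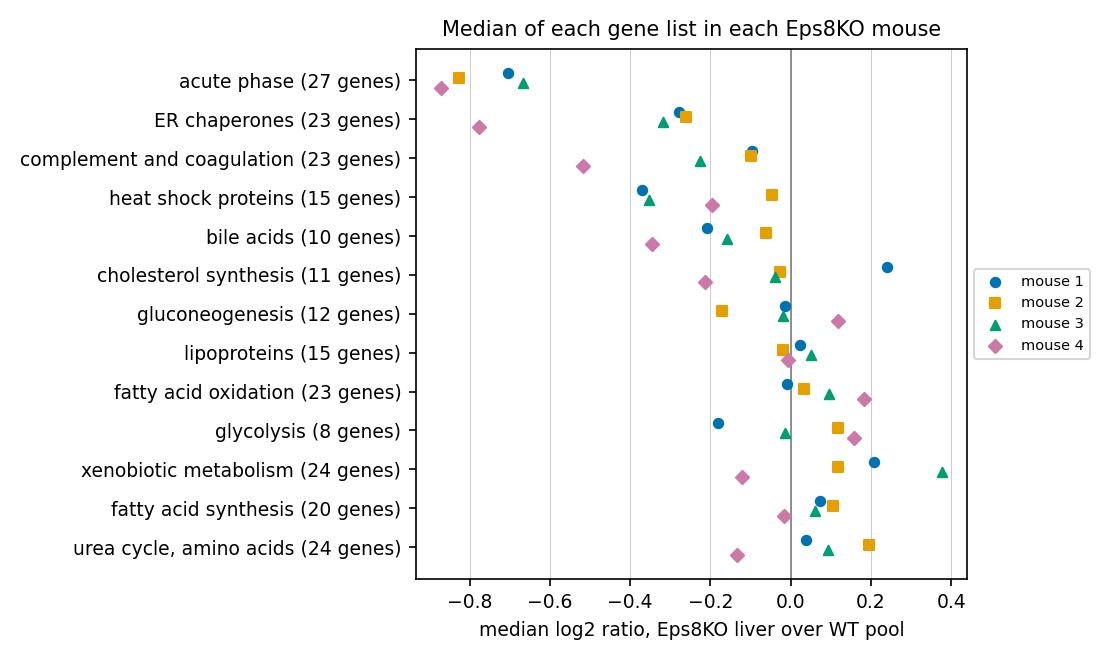
Median log2 ratio of Eps8KO liver over the WT pool (x axis) of 13 gene lists (y axis) in each of the 4 mice (symbols). Acute phase genes lie below 0 in every mouse, from -0.87 to -0.67, and most metabolic lists lie on both sides of 0.

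Of 23 genes of fatty acid oxidation, 3 were higher and 1 lower at an unadjusted p under 0.05, with a list median of 0.04 (camera adjusted p = 0.292). Of 20 genes of fatty acid synthesis, 2 were higher and 3 lower, with a median of 0.11 and a mean of -0.10 (adjusted p = 0.764). Of 24 genes of the urea cycle and amino acid breakdown, 2 were higher and 0 lower (median 0.12, adjusted p = 0.225). Gluconeogenesis (12 genes, median 0.02, mean -0.02), glycolysis (8 genes, median 0.07) and cholesterol synthesis (11 genes, median -0.06, mean 0.0006) had an adjusted p of 0.884, 0.65 and 0.764. Lipoproteins (15 genes, median 0.03), bile acids (10 genes, median -0.13), insulin and IGF1 signalling (12 genes, median 0.04, mean -0.10) and the respiratory chain (67 genes, median 0.0039, mean -0.03) had an adjusted p of 0.687, 0.191, 0.687 and 0.65. Of 24 genes of xenobiotic metabolism, 6 were higher and 0 lower (median 0.11, mean -0.14, adjusted p = 0.0543). Its adjusted p ranged from 2.89e-08 to 0.625 over the alternatives (0.00204 with values on all 8 arrays), and on the 4 arrays with Eps8KO RNA in Cy3 its median was -0.20. Fry's mixed test, which takes changes either way, passed for fatty acid oxidation (adjusted p = 0.000924), xenobiotic metabolism (0.00106), insulin and IGF1 signalling (0.00854), gluconeogenesis (0.0111), fatty acid synthesis (0.0169) and the urea cycle (0.0169). It passed for 15 of all 31 lists tested, so a pass is not particular to metabolism. Fry's test of 1 direction passed for none of the metabolic lists. Over all features, 0 members of these lists passed an adjusted p under 0.05 with limma.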

Regardless, the metabolic changes occurring in the livers of Eps8KO mice closely resemble those occurring under condition of CR.

If Eps8KO mice were indeed functionally calorie-restricted they should display increased longevity [7]. Indeed Eps8KO lived significantly longer than WT mice (Fig. 5C). The median survival of Eps8KO mice was increased by 26% (*P* = 0.005), mean survival by 37% (*P* = 0.00071) and maximum survival by 9% (*P* = 0.012). Lifespan was significantly extended both in male and female Eps8KO mice (Fig. S2A–B). Increased lifespan in genetically modified mice has been linked to either a reduction in free radical production or alterations in the insulin signaling pathway [25]. Moreover, Eps8 has recently been suggested to control ROS production directly [26]. However, we did not detect altered ROS production in primary fibroblasts (Fig. 5D) or in macrophages (Fig. S2C) derived from Eps8KO mice. Similarly, we did not detect alterations in insulin signaling in fibroblasts or adipocytes devoid of Eps8 (Fig. 5E). We concluded that the longevity phenotype of Eps8KO mice is not due to direct alterations of ROS production or insulin signaling, and it can therefore most likely be ascribed to the functional CR obtained in these animals.

### A Microvillar Morphogenetic Defect in Eps8KO Mice

We searched for the possible causes of functional CR in Eps8KO mice. Since these mice absorb less fat, we directed our attention to possible intestinal alterations. In the mouse, Eps8 is expressed in the bowel, both in the small intestine and, to a lesser extent, in the colon (Fig. 6A). Histological examination of the small intestine did not reveal gross differences between Eps8KO and WT mice (Fig. 6B), and a morphometric analysis showed no differences in villus length, crypt height, or number of alcian-blue positive goblet cells (Fig. 6C). Similarly, no evident alterations were detectable in the large intestine of Eps8KO mice (data not shown).

**Figure 6:**
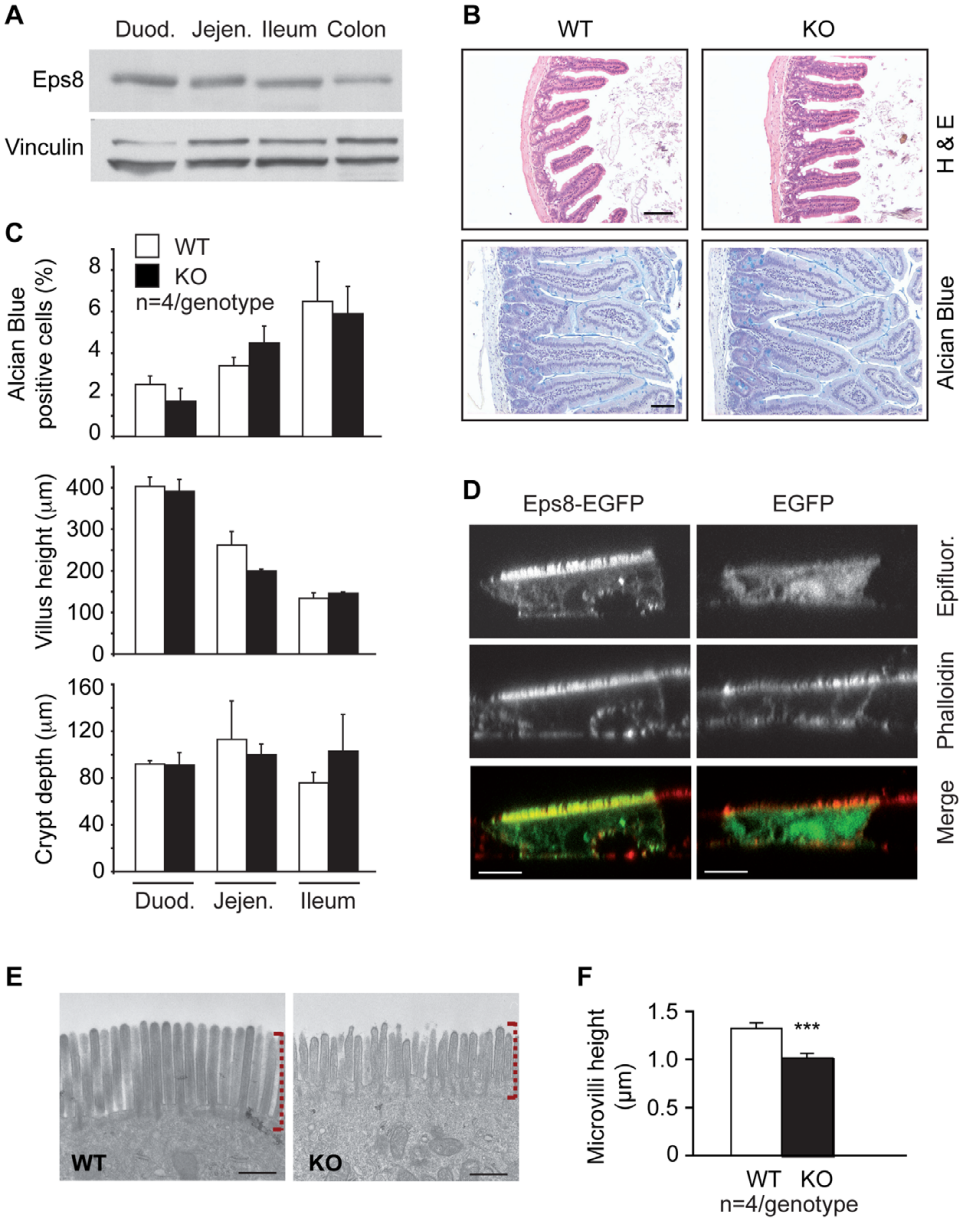
Eps8 is required for correct microvillar morphogenesis in the mouse. **A.** IB analysis of Eps8 in the intestine. Duod., duodenum, Jejen., jejunum, Ile. **B.** Small intestines (jejunum) from WT or KO mice were stained with hematoxylin-eosin (H&E, top) to assess general morphology, or Alcian blue (bottom) to visualize goblet cells. Bar, 100 µm. **C.** Morphometric analysis of Alcian blue positive cells (top), villus height (middle) and crypt depth (bottom) in the indicated intestinal segments. **D.** Confocal images of Caco-2 cells, transfected with Eps8 (EGFP-Eps8, right) or control EGFP (EGFP, left). Cells were allowed to differentiate for 10 days on collagen-coated coverslips, and then stained for F-actin using rhodaminated phalloidin. The merged images (merge. Bottom panels) show the colocalization (yellow) of EGFP-Eps8 or EGFP (green) with F-actin (red). Bar, 10 µm. **E.** Transmission electron microscope analysis of the intestinal brush border demonstrates shortened and irregular shaped microvilli (dashed red brackets) in the duodenal tracts of KO compared to WT mice. Bar, 0.5 µm. **F.** Morphometric analysis of duodenal microvilli length.

These results suggest that more subtle changes might be responsible for the phenotype of Eps8KO mice. We analyzed the subcellular localization of Eps8 in intestinal cells. We found that EGFP-Eps8, but not EGFP alone, colocalizes with F-actin to the apical membrane of differentiated intestinal Caco-2 cells, suggesting that Eps8 is localized to intestinal microvilli (Fig. 6D). Microvillar localization of Eps8 was confirmed by biochemical fractionation of the intestinal brush border membrane (Fig. S3). Thus, we analyzed the morphology of intestinal enterocytes of Eps8KO mice at the ultrastructural level. Microvilli in Eps8KO enterocytes appeared disorganized and were significantly shorter than their WT counterparts (Figure 6E–F). This was not accompanied by a general disorganization of the actin cytoskeleton as assessed by phalloidin staining for F-actin (data not shown). Since microvilli serve to augment the absorptive surface of the intestine, their reduction in Eps8KO mice is compatible with the absorption defect and with the calorie restriction phenotype that we observed in these animals.

## Discussion

In this study, we show that the genetic removal in mice of a regulator of actin dynamics, Eps8, leads to a complex phenotype characterized by leanness, improved metabolic status and increased lifespan. All these phenotypes most likely rest on the fact that Eps8KO mice are functionally calorie-restricted.

Mechanistically, our data are compatible with a model in which the lack of Eps8 causes an alteration in microvillar morphogenesis and hence in the absorptive function of the intestinal brush border. The altered absorptive function of the intestine in turn, leads to a limited but constant reduction in energy intake, which is not compensated by increased food intake. The first result of the reduced energy intake is a reduction in bodyweight with consequent leanness. The reduction in weight is, in part, due to loss of adipose tissue. The concomitant reduction in insulation leads to a greater caloric demand for thermoregulation, which, when combined with the reduced energy intake, causes a CR-like state in the mice over time. As a consequence, insulin sensitivity is increased, glucose levels are lowered, and core body temperature decreases. These phenotypes are characteristic of an improved metabolic status that is most likely responsible for the increased lifespan detected in Eps8KO mice. While this scenario needs further experimental confirmation, first and foremost the reproduction of the phenotype in an intestine-specific KO strain, our results unexpectedly link a well-characterized regulator of actin dynamics to individual variations in bodyweight, metabolic status and longevity, and mark this process as a potential co-determinant in the pathogenesis of obesity and of its co-morbidities.

### Eps8 Is Essential for Proper Microvillar Morphogenesis

Our findings identify the process of microvillar morphogenesis as the most likely initial step in the determination of the lean phenotype of Eps8KO mice. How does Eps8 control this process? Microvilli are highly dynamic structures undergoing constant remodeling through actin treadmilling. Consistently, even when microvilli have reached their final length and become bundled by cross-linkers, actin monomers are continuously added at the barbed end of the actin filaments, facing the microvilli tips, and dissociate from the pointed end [27]. By controlling this process, actin binding and bundling proteins are crucial regulators of microvillar length and architectural organization, respectively.

Eps8 is a multimodular actin remodeling protein, exerting both actin barbed end capping and F-actin cross-linking and bundling activity. The switch between these activities is regulated through interaction with its binding partners: association with Abi-1 activates Eps8's capping, association with Irsp53 its bundling activity [11], [12]. A further degree of regulation is exerted by phosphorylation regulating both Eps8's association with F-actin as well as its capping activity [28]. Thus, Eps8 represents an actin remodeler that can be dynamically regulated to modulate its function. In C.elegans, the bundling activity of Eps8 is essential for microvilli formation, whereas the capping activity is dispensable [29]. Whether the same holds true for mammals needs to be demonstrated. The fact that the capping activity of mouse Eps8 is 20-fold higher than the one of worm Eps8 [10] might suggest that for mammalian microvilli morphogenesis not only the bundling but also the capping activity is needed. It is worth pointing out that in addition to Eps8 two other Eps8 gene family members, that display similar biochemical activities of Eps8, are expressed in the intestine [24], suggesting a further and unexplored level of complexity in the regulation of microvilli growth. Single and combined knockout mice for the various Eps8 family members will be needed to dissect the specific and redundant functions of the Eps8 family members in microvilli morphogenesis.

How do other actin binding and bundling proteins fit into this picture? *In vitro* work in cell lines had suggested an important role for Villin and Espin, two F-actin bundling proteins, enriched in the intestinal brush border, in microvillus morphogenesis [30], [31], [32]. Instead, neither knockout mice show any microvillar alterations, suggesting that, *in vivo* the loss of these two proteins is compensated by other F-actin bundlers. Instead, loss of Formin (Plastin 1), an F-actin bundler, which additionally, through its interaction with Keratin19, links the microvillar actin rootlets to the terminal web, leads to shortened microvilli and reduced transmembrane resistance in mice [33]. Surprisingly, Formin knockout mice do not show any metabolic alterations. Since in these mice reduced microvilli length is accompanied by increased permeability, it is tempting to speculate that the two alterations balance each other, leading net to normal nutrient uptake.

### Determination of the Calorie-Restricted Phenotype of Eps8KO Mice

Based on our data, we propose that the initiating event in the generation of the complex phenotype of Eps8KO mice is the reduction of the intestinal surface area available for nutrient absorption. However, we detected a specific fat absorption defect in Ep8KO mice, while sugar and peptides were equally well absorbed in comparison to WT mice. One possible explanation for the selectiveness of the defect might reside in the fact that sugars and peptides are transported across the apical surface of enterocytes via specific carriers. Such active transport mechanisms might compensate for the reduction of the transport area, either by increasing their rate or their concentration (although we did not measure these variables directly). Conversely, fatty acids enter via free diffusion, and thus a reduction in surface area would directly impinge on their influx rate.

A number of issues require further discussion. First, why do Eps8 mice not compensate the reduced absorption by eating more? Food intake is centrally regulated [34] and Eps8 is expressed in the brain [8], raising the possibility that alterations in the CNS are at the basis of the phenotype. Although, we did not directly investigate this possibility, it is worth noting that we have previously shown that neuronal Eps8 controls at least one type of behavioral response, i.e. that to ethanol [8]. Other, not mutually exclusive, possibilities must also be contemplated. For instance, gut signals - both hormonal and nutrients - feed back to the brain to regulate food intake [35]; it is possible that the lack of Eps8 could impinge on the regulation of gut-derived signaling to control food intake. Finally, Eps8KO mice might not feel very hungry. The reduction in intestinal absorption is fat specific meaning that normal circulating levels of glucose and amino acids are still available to signal satiety.

It should also be noted that, despite the fact that Eps8KO mice do not eat more than WT littermates in absolute terms, they do so, when food intake is normalized to bodyweight. This possibly reflects the fact that they react, at least partially, to lower levels of leptin and insulin. The fact that the differences that we observe are rather small raises another interesting point: is the absorption defect sufficient to explain the CR phenotype? The effect of CR on lifespan is observed at 20–40% reduction in food intake [36], a condition not likely mimicked by the absorption defect of Eps8KO mice. Thus, other factors possibly contribute to the negative energy balance. From our data, the prime suspect is heat loss, consequent to reduced thermoinsulation due to diminished fat mass, as also supported by the finding that Eps8KO mice invest more than WT littermates for thermoregulation. Reduced absorption and increased heat loss would lead to a slow, but progressive, negative energy balance responsible for the functional CR of Eps8KO mice.

Finally, and compatibly with their CR phenotype, Eps8KO mice display improved metabolic status, which is the most likely cause of their increased lifespan. Indeed, we could not evidence any alterations in insulin signaling or in ROS production in primary cells derived from Eps8KO mice. This finding argues that Eps8 does not play a direct role in the classical pathways implicated in the regulation of lifespan [25], and that the longevity phenotype is likely a consequence of the functional CR of these mice. In further support of this possibility, we could evidence alterations in the gene expression profile of livers from Eps8KO mice that were similar to those detectable under conditions of CR [21], [22], [23]. The absence of Eps8 expression in the liver [24] definitely rules out a direct impact of Eps8 on biochemical pathways potentially leading to CR and increased lifespan, and further supports the notion that these phenotypes can be ascribed to the improved metabolic status of the KO mice.

### Implications

Our findings raise the possibility that actin dynamics might play a previously unsuspected role in the co-determination of obesity and of its associated morbidities. Whether this correlation reflects a real occurrence in humans is presently a matter of speculation; however, based on our results, an investigation of polymorphisms in the *Eps8* gene, which might point to possible hypomorphic alleles, seems warranted. Such an analysis should be extended to other Eps8-family members, since in principle hypomorphic alleles of these genes might have a similar impact to that of *Eps8* on microvillar morphogenesis and on the ensuing phenotypes.

Our data suggest that small changes in the daily energy balance are sufficient to gradually improve the metabolic state and prolong lifespan. This observation is important as it is generally thought that severe caloric restriction of 20–40% is necessary to achieve such effects [36]. Our findings might open perspectives for much more feasible therapeutic strategies than the rigorous dieting regimens that few people are able to follow.

## Materials and Methods

### Animal Housing, Diet and Aging

Mice were housed on a 12-h light/dark cycle and had *ad libitum* access to water and food. Eps8KO mice were backcrossed for ten generations into C57BL/6 mice and then used for the aging experiments. All other experiments were performed after an additional 8 generations of backcross. Both mice from heterozygous crosses (diet, metabolism, gene expression profile, everted sac) and homozygous F2N18 colonies (all remaining experiments) were used. Male mice were used unless otherwise indicated. For the diet experiments, mice were single housed at 10 weeks of age. After one week of habituation mice were placed either on a normal chow (Harlan Teklad Global 2018) or on a high fat diet (60% fat, D12492, Research Diets Inc.) and food intake and bodyweight were monitored for 10 weeks, twice weekly. All experiments were performed in accordance with the guidelines established in the IFOM-IEO Campus Principles of Laboratory Animal Care (directive 86/609/ECC).

### Analysis of the Metabolic Status

For glucose tolerance tests, mice were fasted overnight for 16 h and then injected intraperitoneally with 2 g/kg body weight glucose. For insulin tolerance test (ITT), mice were fasted for 5 h and then injected with 0.4 U/kg body weight (for 3 month old mice) or 0.5 U/kg body weight (for 6 and 12 month old mice) of human insulin (Eli Lilly) into the peritoneal cavity. Overnight fast was chosen for GTT since mice are night active and most of the food intake occurs during the night.; for ITT a 5 hrs fast was chosen because prolonged fasting causes the blood glucose values to drop too much after insulin administration. Blood glucose values were determined by an automatic glucose monitor (Glucotrend 2, Roche) and Accu-Chek active bands (Roche). Plasma parameters reported in Table S1 were measured as described in Text S1.

### Analysis of Intestinal Absorption

Everted intestinal sacs (1–1,5 cm length) were prepared from the upper part of the small intestine of WT and Eps8KO mice under constant oxygenation as described [37], [38]. Details are in Text S1.

For fecal dual isotope experiments, mice were starved overnight and then received a gastric bolus of 100 µl cornoil containing 1 µCi ^14^C-Oleic Acid and 1 µCi non-absorbable ^3^H-Sitostanol. Feces were collected for 4 days every 24 hrs. Samples were homogenized in 3 M KOH in 60% EtOH and incubated over night at 60°C under shaking to solubilize fatty acids [39]. Ten ml Hionic Fluor (Perkin Elmer) was added to 100 µl aliquots, left in the dark at room temperature for 4 h and then counted using a liquid scintillation counter. Absorption was calculated as:
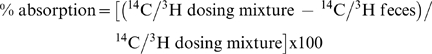

For plasma dual isotope experiments, mice were starved overnight, injected with 500 mg/kg Tyloxapol to inhibit plasma lipases and after 10 min given an intragastric bolus of 100 µl cornoil containing 2 µCi ^14^C-Oleic Acid and 2 µCi Triolein. Blood was sampled at the indicated time points and 10 µl were solubilized in 100 µl Isopropanol/Soluene-350 (1∶1) for 30 min. Ten µl 30% peroxide was added and samples were incubated overnight at 37°C in tightly capped vials. Samples were cooled to room temperature and 10 ml Hionic Fluor (Perkin Elmer) was added. Samples were left in the dark at room temperature for 4 h and then counted using a liquid scintillation counter.

*In vivo* intestinal permeability was measured as described in An et al., [40]. Intestinal transit time was measured as described in Friebe et al., [41]. Details are in Text S1.

### Analysis of Energy Expenditure

For the measurement of oxygen consumption and carbon dioxide production, mice were placed inside a climate chamber. Gas concentrations were measured by sucking compressed air through custom made metabolic chambers. Further details are in Text S1. Core body temperature (T_b_) and activity were monitored using implanted thermosensitive transmitters. For the determination of total daily energy expenditure (DEE) at room temperature mice were kept in metabolic cages with food and water ad libitum. Red mouse igloos (Plexx, NL) were offered as shelters. The measurement started in the afternoon of day one and was terminated in the morning of day three. This procedure enabled a recording of a complete data set of resting (photophase) and activity (scotophase) during a period of 24 consecutive hours. For the determination of the thermoneutral zone, metabolic rate was monitored within a wide range of ambient temperatures from 6 to 34°C. Details are described in Text S1.

### Histology and Ultrastructural Analysis

Intestinal segments from WT and Eps8KO mice were fixed in 10% buffered formalin, processed and embedded in paraffin. Five µm tissue sections were stained with H&E or Alcian Blue. Morphometric analysis was with the image analysis software Image-Pro Plus (version 4.5, Media Cybernetics, Silver Spring, USA). Ultrastructural analysis was essentially as in Croce et al. [10]. Briefly, intestinal pieces of 1×1 mm^2^, collected from the proximal duodenum of 4 WT and 4 Eps8KO male mice of 6 months of age, fed ad libidum on standard chow. Samples were first fixed in 2.5% glutaraldheyde for 2 h at room temperature, postfixed in osmium tetroxide for 2 h and then in uranyl acetate for another hour. Subsequently, samples were dehydrated through a graded ethanol series and propylene oxide and embedded in resin (Poly-Bed; Polysciences, Inc., Warrington, PA) overnight at 42°C and 2 days at 60°C. Ultrathin sections (50 nm) were collected, stained with uranyl acetate/lead citrate and observed under an electron microscope (model CM10 or Model G2 Tecnai; Philips, Eindhoven, The Netherlands). Morphometric analysis was performed arbitrarily in ten different regions per tissue block in which the intestinal tight junctions were well preserved as a read-out of the intactness of the tissue. A total length of 70 µm intestinal surface per animal was analyzed.

### Statistical Analyses

Means were compared between WT and Eps8KO mice using two-tailed Student's *t* test. Values in the text are means ± S.E.M. Differences were considered significant at *p*<0.05.

### Cell Lines and Cellular Biochemistry

Preparation of PEFs and macrophages, and conditions for the cultivation of 3T3-L1 and Caco-2 cells (obtained from ATCC-LGC) are in Text S1. Preparation of brush border membranes, determination of ROS, and IB analysis are also in Text S1.

### Gene Expression Analysis

Glass cDNA-chips were produced as recently described. A full description of the approximate 21.000 probes on the microarray is available in the GEO database (GPL4937). The expression data have been submitted to the GEO database (GSE14454).

For preparation of total RNA, individual organs were thawed in a buffer containing chaotropic salt (RLT buffer, Qiagen) and homogenized using a Polytron homogenizer. Total RNA from individual samples was obtained according to the manufacturer's protocols using RNeasy Midi kits (Qiagen). Microarray slides were hybridized and processed as described previously [42].

The TIGR Microarray Data Analysis System [TM4 [43], [44])] was used for normalization [MIDAS; [45]] and identification of genes with significant differential regulation [SAM, Significance Analysis of Microarrays; [46]]. Expression data were normalized by performing a total intensity normalization to transform the mean log_2_ ratio to zero. To eliminate low-quality array elements several filtering methods were applied. They included: background checking for both channel with a signal/noise threshold of 2.0, one bad tolerance policy parameter and flip dye consistency checking [47].

Validation was performed by quantitative PCR using Roche chemistry on selected genes.

### Gene Expression Meta Analysis

Microarray gene expression data of Pohjanvirta et al. [22] (GSE9121, Affymetrix RAT230 2.0 chip), and Bauer et al. [23] (GSE858, custom two channels cDNA microarray) were downloaded from Gene Expression Omnibus (GEO, www.ncbi.nlm.nih.gov/geo/). Normalized data were log2 transformed and analyzed using GeneSpring GX 7.3 (Agilent Technologies, USA). Statistical analysis was performed using a two-samples parametric Welch's t-test (variance not assumed equal) followed by multiple testing correction (Benjiamini and Hochberg False Discovery Rate). All genes with a *P*-value less than 0.05 were considered to be significantly regulated. In the Bauer et al. study, a direct design for two colors cDNA microarray experiment was employed (i.e. the treated versus control condition were analyzed directly on the same chip) and the sole gene expression profile of control mice, as in the Pohjanvirta et al. study, was not available. Therefore, in order to analyze this dataset consistently with the analysis of Pohjanvirta et al. (i.e. two-samples Welch's t-test with multiple test correction), we compared the 48 h starved group with the 48 h sugar-supplemented group.

## Supporting Information

Text S1 Supplemental experimental procedures for Plasma parameters, Everted sac experiments, *In vivo* Intestinal Permeability, Intestinal transit time, Feces energy content, Open respiratory system, Body temperature and activity, Determination of the thermoneutral zone (TNZ) and basal metabolic rate (BMR), Soxhlet analysis, Primary embryonic fibroblasts, 3T3-L1, Caco-2, Macrophages, Determination of Reactive Oxygen Species (ROS), Immunoblotting, Preparation of intestinal brush-border membranes.
(0.07 MB DOC)

Figure S1 Normal intestinal permeability during everted sac assays *in vitro*. A–C. Bar graphs depicting the uptake of 3H-Mannitol during everted sac uptake assays in sacs obtained from WT and Eps8KO mice. Uptake was also monitored after addition of cold competitors (grey bars), specific for each assay: A, 40 mM Oleic Acid (OA, n = 6); B, 20 mM Sarcosyl-glycine (SG, n = 4); and C, 100 mM Methyl-D-glucopyranoside (MDG, n = 4). Values are expressed as mean ± SEM; significance was assessed using 2-tailed student's t-test and no difference was found between genotypes.
(0.15 MB PDF)

Figure S2 Increased lifespan in both male and female Eps8KO mice, and ROS production during FcγR-mediated internalization in macrophages. A–B. Kaplan-Meyer survival curves depicting increased survival of: A, male; B female Eps8KO and WT mice. The mean and median survival is significantly increased both in male and female Eps8KO mice (P = 0.02 and P = 0.009, respectively, independent of the sex). C. Bar graphs depicting relative fluorescence of DCFDA after FcγR-mediated internalization in wild-type (WT) or Eps8KO (KO) peritoneal exudate macrophages. After addition of the internalization stimulating immune-complex, cells were kept on ice (4°C, negative control) or shifted to 37°C to allow for internalization and subsequent ROS production. No significant difference was observed between genotypes. The experiment was performed in duplicate (at 4°C) or triplicate (at 37°C) with n = 3 per genotype.
(0.20 MB PDF)

Figure S3 Eps8 is enriched in the intestinal brush border membrane fraction. Left, schematics of intestinal brush border membrane preparation. Right, immunoblot analysis of an intestinal brush border membrane preparation. Individual fractions (equal amount of proteins were loaded) were blotted for Ezrin, a *bona fide* brush border membrane protein, for Sos1, a cytosolic protein (as a negative control) and for Eps8, as indicated. S0 indicates the starting homogenate, S1–S4 the supernatants and P1–P4 the pellets of the subsequent purification steps. P4 represents the final brush border membrane fraction. The enrichment (per mg of loaded proteins) is also given, as assessed by densitometric scans of the immunoblots.
(0.24 MB PDF)

Table S1 Blood parameters. Blood parameters of 6 month-old Eps8KO (KO) and wild-type (WT) mice, fed for 10 weeks on a high fat diet (HFD, 60% fat of caloric intake) or on normal chow (ND). F indicates a fed state and S a starved state (overnight fast) before blood sampling. Values are reported as mean ± SEM (n  =  number of mice per experiment). Significance was assessed using two-tailed student's t-test: *, P<0.05; **, P<0.01; ***; P<0.005.
(0.06 MB DOC)

Table S2 Expression profile of Eps8KO liver. Genes that were differentially expressed in Eps8KO liver respect to wild-type mice by gene-chip analysis are shown. For each gene we show: the common name (Gene), the accession number, the category derived from the Gene Ontology term, the known function, the level of differential expression in the gene-chip analysis (Chip fold change), and the validation by QPCR (QPCR fold change). ND, not done.
(0.06 MB DOC)

Table S3 Meta-analysis of Eps8KO regulated genes. Meta analysis of genes differentially expressed in the liver of the Eps8KO/WT comparison in two independent datasets of CR mice. In the study by Pohjanvirta et al. 2008, two conditions of starvation (4 days and 10 days) were used, and both are reported in the comparison. In the study by Bauer et al. 2004, several conditions were used and we report the longest one (48 h) in the comparison. These data were used to create panel B of Fig. 5. In that panel, the study by Pohjanvirta et al. 2008 is referred as CR-II, and the study by Bauer et al. 2004 as CR-III. In that panel (Fig. 5B), we also computed the data from another study by Dhabhi et al. 2004 (referred to in the panel as CR-I). In the case of the study by Dhabhi et al. 2004, however, the raw data of the dataset are not available. We could not therefore perform a metanalysis, and simply used the gene list of differentially expressed genes as the authors reported it in their publication. In this table, each gene differentially expressed in the Eps8KO/WT comparison (column “Gene”) is followed by the chip fold change in the Eps8KO/WT comparison (in all cases P<0.05), and by the metanalyzed data from Pohjanvirta et al. 2008 and Bauer et al. 2004 indicating the fold change and the P-value (Welch's t-test, Hochberg and Benjamini correction). See details in Materials and Methods. NP, genes not present on the microarray platform used in the indicated studies.
(0.06 MB DOC)

# Supplementary material for: Loss of the Actin Remodeler Eps8 Causes Intestinal Defects and Improved Metabolic Status in Mice
**Source:** PLoS One. 2010 Mar 2;5(3):e9468. doi: 10.1371/journal.pone.0009468
**Supplement:** Text S1 — Supplemental experimental procedures for Plasma parameters, Everted sac experiments, In vivo Intestinal Permeability, Intestinal transit time, Feces energy content, Open respiratory system, Body temperature and activity, Determination of the thermoneutral zone (TNZ) and basal metabolic rate (BMR), Soxhlet analysis, Primary embryonic fibroblasts, 3T3-L1, Caco-2, Macrophages, Determination of Reactive Oxygen Species (ROS), Immunoblotting, Preparation of intestinal brush-border membranes. (0.07 MB DOC)

**SUPPLEMENTAL EXPERIMENTAL PROCEDURES**

**Plasma parameters**

Plasma was prepared from blood samples collected from the retro-orbital sinus of mice (under ether narcosis) non-fasted or fasted overnight for 16 h. The blood samples were immediately centrifuged for 10 min at 10,000 rpm and then the plasma was removed and stored at -80 °C until used. Plasma insulin levels were measured by ELISA, using mouse insulin as standard (Crystal Chem). Plasma leptin was measured by ELISA (Crystal Chem). Adiponectin (ACRP30) and resistin plasma levels were measured by ELISA (BioVendor, GmbH). Alternatively, blood samples were collected in Lithium-Heparin coated tubes from the retro-orbital sinus of mice, which were under ether narcosis. The blood samples were left to stand for 2 h at room-temperature after which they were centrifuged for 10 min at 7000 U/min. Following centrifugation, the plasma was removed and stored at -20 °C until used. Clinical chemical parameters were measured by the clinical-chemistry laboratory of the German Mouse Clinic (GMC) using an automatic analyzer AU 400 (Olympus) and adapted test kits from Olympus (Hamburg, Germany) and in the case of FFA Wako Chemicals GmbH (Neuss, Germany).

**Everted sac experiments**

Six everted intestinal sacs per mouse (1-1.5 cm in length) were prepared from the upper part of the small intestine of WT and Eps8KO mice in Krebs-Ringer-HEPES under constant oxygenation as described [1,2]. After 5 min of preincubation at 37 C, 3 sacs per condition were incubated with either 14C-Oleic Acid (OA) (0.1 Ci /ml plus 40 M cold OA bound to fatty-acid-free BSA ± 40 mM BSA-bound OA, for 10 min), or 14C-Glycyl-Sarcosine (GlySar) (0.1 Ci/ml ± 10 mM GlySar, for 10 min) or 14C-Methyl-D-glycopyranoside (MDG) (0.1 Ci /ml ± 30 mM MDG, for 2 min). 3H-Mannitol (0.1 Ci/ml) was included in all assays to correct for the adhering water layer. Nonspecific binding was determined by addition of excess cold competitor as indicated. After uptake, sacs were immediately washed in ice-cold KRH, dried on a piece of paper towel, weighed and solubilized in 1 ml Soluene-350 (Perkin Elmer) by shaking at 50 C over night. Samples were cooled to room temperature and mixed with 10 ml Hionic Fluor Scintillation Cocktail (Perkin Elmer), left at room temperature in the dark for 4 h, and counted using a liquid scintillation counter.

**In vivo Intestinal Permeability**

Intestinal permeability was measured as described in An et al., [3]. Briefly, WT and Eps8KO mice received a bolus of FITC-dextran (600 mg/kg body weight; 4 kD; Sigma-Aldrich) by gavage. Blood was collected 4 h later by retro-orbital bleeding. The serum concentration of FITC-dextran was determined using a fluorimeter (PerkinElmer Life Sciences) with excitation wavelength at 490 nm and an emission wavelength of 530 nm. Serial-diluted FITC-dextran was used to generate a standard curve.

**Intestinal transit time**

Intestinal transit time was measured as described in Friebe et al., [4]. Briefly, carmine (100 ml; 3 mg of carmine in water) was orally administered to each mouse. Mice were returned to individual cages and placed on a white sheet of paper. The time taken for excretion of the first colored feces was recorded.

**Feces energy content**

Feces were collected from single housed mice twice weekly and weighted. Samples of the feces (~1 g) were dried at 60°C for two days, homogenized in a coffee grinder and squeezed to a pill for determination of energy content in a bomb calorimeter (IKA Calorimeter C7000) based on dry measurement principle.

**Open respiratory system (Indirect calorimetry)**

For the measurement of oxygen consumption and carbon dioxide production mice were placed inside a climate chamber (WK11, Weiss, Germany). Gas concentrations were measured by sucking compressed air through custom made metabolic chambers (volume 5 L) with a flow rate of 50 L*h-1 (measured by electronic mass flow meters (Tylan 260, Tylan, Germany)). Ambient temperature in the climate chamber and within the metabolic cages (Ta) was continuously monitored. The animal air was dried by cooling traps (ECP1000 M&C, Germany) and led through a pneumatic switch unit containing filters (Schleicher&Schuell, Germany), pumps (Schego, Germany) and magnetic valves (Buerkert, Germany). The magnetic valve system allowed the measurement of up to four mice simultaneously. A fifth channel was used for zero reference checks. A computer software (Akrobit, Germany) triggered the valves at one min intervals via an interface. The O2 and CO2 content of the individual animal chambers were analyzed by O2 and CO2 analyzers (Magnos106, Uras14, ABB, Germany). Oxygen consumption (VO2) and carbon dioxide production (VCO2) were calculated according to: VO2 [ml O2 h-1] = (dVol% O2) * Flow rate [L h-1] * 10 and VCO2 [ml CO2 h-1] = (dVol% CO2) * Flow rate [L h-1] * 10 [see [5]].

**Body temperature and activity**

Core body temperature (Tb) and activity were monitored using implanted thermosensitive transmitters (VitalView Series 3000, MiniMitter, USA). Prior to implantation transmitters (model XM-FH) were calibrated in a water bath (K15, Haake, Germany) at 32 °C and 39 °C for determination of transmitter coefficients. For the intraperitoneal implantation of the transmitters, mice were anaesthetized with ketamin (75 mg kg-1; Pharmacia GmbH, Germany) and xylacine (2 mg kg-1; Bayer, Germany). Peritoneum and skin were sutured with resorbable thread (Marlin, Catgut GmbH, Germany). For recovery, mice were kept for one week under *ad libitum* conditions. The receiver panel (RTA-500, MiniMitter, USA) was placed inside the climate chamber below the metabolic cages. Signals were interfaced (Dataport DP24, MiniMitter, USA) and stored on a computer system (VitalView, MiniMitter, USA) in one min intervals. In the diet experiments, temperature was determined using a rectal probe.

**Determination of the thermoneutral zone (TNZ) and basal metabolic rate (BMR)**

The thermoneutral zone is defined as the range of Ta under which basal metabolic rate (BMR) and heat production (HP) are sufficient to maintain normothermy. The lower and upper critical temperatures (Tlc and Tuc) are defined as the temperatures where energy expenditure increases again. For the determination of the TNZ, mice were kept in metabolic cages without access to food or water and exposed to different Ta ranging from 6 °C to 34 °C in eight temperature steps of 30 to 60 min each. After an adaptation phase of one h, data collection started at housing temperature of 24±1 °C. The mean value of three consecutive registrations of oxygen consumption of resting mice represented the resting metabolic rate (RMR) at each Ta (see [6]). The basal metabolic rate (BMR) is defined as the lowest oxygen consumption measured within the TNZ. All metabolic measurements for determination of TNZ were conducted during daytime between 8:30 am and 5:30 pm (CET).

**Soxhlet analysis**

For body composition analysis animals were killed, weighed and the gastrointestinal tract was removed. The carcasses were then dried to constant weight at 60°C. Desiccated carcasses were weighed again to calculate water content. Fat mass was determined by extracting the lipids from the carcass using a refluxing Soxhlet apparatus with petrolether as solvent for 16 hours. Post extraction dry mass was determined and lean mass was calculated as carcass weight minus fat mass.

**Primary embryonic fibroblasts**

Primary embryonic fibroblasts (PEFs) were derived from WT and Eps8KO mice according to standard procedures and cultured in Dulbecco’s modified Eagle’s medium (DMEM) containing 10% fetal bovine serum (FBS). For the analysis of insulin signaling, PEFs were starved overnight with DMEM containing 0.5% FBS, then treated for the indicated time points with insulin 10 g/ml, followed by lysis in RIPA buffer containing 10 mM Na2HPO4, 10 mM NaH2PO4, pH 7.4, 100 mM NaCl, 1% Triton X-100, 0.1% SDS, 5 mM EDTA, and phosphatase and protease inhibitors **(**Roche 100x).

**3T3-L1**

3T3-L1 pre-adipocytes were obtained from ATCC-LGC (# CL-173) and cultured in DMEM containing 10% calf serum until confluent and maintained for an additional 2 days (day 0). Differentiation was induced on day 0 by the addition of 250 M isobutyl-methylxantine, 250 nM dexamethasone, 5 g/ml of insulin and 10% FBS in DMEM. After 48 h (day 2) the medium was replaced with DMEM containing 5 g/ml of insulin and 10% FBS. After day 4, the cells were fed every second day with 10% FBS in DMEM. Stealth oligos were delivered to 3T3-L1 adipocytes differentiated for 4-5 days, by electroporation. Cells were trypsinized, washed twice with PBS, resuspended in 0.8 ml PBS. 2 nM oligos were electroporated per five million cells using 160mV and 950 mFarrad. After electroporation cells were replated at twice the original density to reach confluence despite cell death. Cells were used for experiments 2-3 days after electroporation. For the analysis of insulin signaling, cells were washed twice with DMEM and starved for 12 h, and then treated with insulin (3 ng/ml) for different time points.

**Caco-2**

Caco-2 cells were obtained from ATCC-LGC (# HTB-37) and cultured in DMEM with 20% South American serum, 1% glutamine, 1% non-essential amino acids and 1% Sodium Pyruvate. Cells were transfected using calcium phosphate at 85% confluency with plasmids expressing Eps8-GFP or GFP alone under a chicken b-actin promoter. Confluent cells were split and plated on collagen-coated coverslips (50 mg/ml) at the concentration of 6.6 x 105 cells/cm2. Cells were allowed to differentiate for 7-15 days, fixed with 4% paraformaldehyde and stained with phalloidin-TRITC to visualize F-actin.

**Macrophages**

Murine peritoneal exudate macrophages (PEM) were harvested 72 h after intraperitoneal injection of 3% thioglycolate.PEMs were washed twice with chilled PBS and immediately used for the functional assays. The number of macrophages in the preparation was 90-95% as determined by May Grundwald-Giemsa staining of cytospins.

**Determination of Reactive Oxygen Species (ROS)**

Primary embryonic fibroblasts were incubated for 45 min in complete media with 4-12 M DCFDA (Invitrogen), washed and subsequently analyzed by flow cytometry for fluorescence intensity (Facscalibur).

FcgR-mediated internalization of immune complexes leading tooxidative burst in the phagosomal vacuole of peritoneal exudates macrophages was monitored usingthe Fc OxyBURST® reagent from Molecular Probes. The reagentconsists of insoluble BSA-anti-BSA immune complexes inwhich the BSA is covalently labeled with dichlorodihydrofluorescein(H2DCF). Oxidation of the H2DCF to DCF in the phagosomal vesicleproduces green fluorescence that can be monitored by flow cytometry. For this assay, freshly made PEMs were resuspended in Krebs' Ringer's PBS (KRP buffer) with 1.0 mM Ca2+, 1.5 mM Mg2+ and 5.5 mM glucose and OxyBurst reagent added, followed by incubation for 30 minutes at 37°C or on ice. Fluorescence related to oxidation of Fc OxyBurst was assayed by flow cytometry using a FACSCalibur.

**Immunoblotting**

Cells or tissues were lysed in RIPA buffer containing 10 mM Na2HPO4, 10 mM NaH2PO4, pH 7.4, 100 mM NaCl, 1% Triton X-100, 0.1% SDS, 5 mM EDTA , and phosphatase and protease inhibitors **(**Roche 100x). Protein concentration was determined using BCA (Pierce). After transfer onto Nylon-Membranes (Amersham), nonspecific binding was blocked in Tris-buffered saline (50 mM Tris pH 8.0, 150 mM NaCl) containing 0.05 % Tween-20 and 5% BSA, followed by immunoblotting with the indicated antibodies. Primary antibodies were detected with HRP-coupled secondary antibodies and enhanced chemiluminescence (ECL, Amersham). The following antibodies were employed: anti-Akt, anti-phospho-Akt (Ser473), anti-phospho-ERK1/2, anti-JNK, anti-phospho-JNK (all from Cell Signalling), anti-ERK1/2 (Sigma), anti-Eps8 (BD Biosciences), anti-Vinculin (Sigma) and anti-PPARg (Santa Cruz).

**Preparation of intestinal brush-border membranes**

Microvillar membranes were prepared from uncultured intestinal mucosal scrapings of fasted animals by the divalent cation precipitation method [7]. Briefly, scrapings (100 mg) were homogenized at 4° C in 2 mM Tris HCl, 10 mM mannitol, pH 7.1, using a manually operated Potter-Elvehjem homogenizer (total volume 1.0 ml). The homogenate was cleared by centrifugation at 500 g for 10 min and MgCl2 was added to a final concentration of 10 mM (S0). After incubation on ice for 15 min with occasional stirring, the preparation was centrifuged at 1500 g for 12 min to pellet intracellular and basolateral membranes (P1). The supernatant (S1) was centrifuged at 15,000 g for 12 min and the pellet was resuspended in 0.5 ml mannitol-Tris-MgCl2 added as before to a final 10mM concentration (P2). The preparation was centrifuged at 2,200 g for 12 min and finally the supernatant (S3) was centrifuged at 15,000g for 12 min to obtain a pellet of microvillar membrane vesicles (P4).

**REFERENCES TO SUPPLEMENTAL INFORMATION**

1. Arellano C, Philibert C, Lacombe O, Woodley J, Houin G (2004) Liquid chromatographic-mass spectrometric method to assess cytochrome P450-mediated metabolism of testosterone by rat everted gut sacs. J Chromatogr B Analyt Technol Biomed Life Sci 807: 263-270.

2. Sato T, Mushiake S, Kato Y, Sato K, Sato M, et al. (2007) The Rab8 GTPase regulates apical protein localization in intestinal cells. Nature 448: 366-369.

3. An G, Wei B, Xia B, McDaniel JM, Ju T, et al. (2007) Increased susceptibility to colitis and colorectal tumors in mice lacking core 3-derived O-glycans. J Exp Med 204: 1417-1429.

4. Friebe A, Mergia E, Dangel O, Lange A, Koesling D (2007) Fatal gastrointestinal obstruction and hypertension in mice lacking nitric oxide-sensitive guanylyl cyclase. Proc Natl Acad Sci U S A 104: 7699-7704.

5. Heldmaier G, Steinlechner S (1981) Seasonal control of energy requirements for thermoregulation in the Djungarian Hamster (Phodopus sungorus), living in natural photoperiod. J Comp Physiol 142: 429-437.

6. Meyer CW, Klingenspor M, Rozman J, Heldmaier G (2004) Gene or size: metabolic rate and body temperature in obese growth hormone-deficient dwarf mice. Obes Res 12: 1509-1518.

7. Booth AG, Kenny AJ (1974) A rapid method for the preparation of microvilli from rabbit kidney. Biochem J 142: 575-581.

# Supplementary material for: Loss of the Actin Remodeler Eps8 Causes Intestinal Defects and Improved Metabolic Status in Mice
**Source:** PLoS One. 2010 Mar 2;5(3):e9468. doi: 10.1371/journal.pone.0009468
**Supplement:** Table S1 — Blood parameters. Blood parameters of 6 month-old Eps8KO (KO) and wild-type (WT) mice, fed for 10 weeks on a high fat diet (HFD, 60% fat of caloric intake) or on normal chow (ND). F indicates a fed state and S a starved state (overnight fast) before blood sampling. Values are reported as mean ± SEM (n = number of mice per experiment). Significance was assessed using two-tailed student's t-test: *, P<0.05; **, P<0.01; ***; P<0.005. (0.06 MB DOC)

**Table S1: Blood parameters in Eps8KO mice.**

| **Parameter and fed state**  **(F = fed; S= starved)** | | **Strain and type of diet** | | | | **Significance (*P*)** | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **WT ND** | **KO ND** | **WT HFD** | **KO HFD** | **WT-ND/**  **KO-ND** | **WT-HFD/**  **KO-HFD** | **WT-ND/**  **WT-HFD** | **KO-ND/**  **KO-HFD** |
| **Bodyweight (g)** | F | 29.70.8 (15) | 27.41.6 (13) | 46.40.4 (14) | 37.70.7 (13) | * | *** | * | *** |
| **Insulin (ng/ml)** | S | 2.00.2 (14) | 1.10.1 (12) | 5.20.3 (11) | 3.20.5 (11) | *** | *** | *** | *** |
| **Leptin (ng/ml)** | S | 4.10.7 (8) | 2.30.3 (8) | 37.11.5 (8) | 28.82.9 (10) | * | * | *** | *** |
| **Adiponektin (ng/ml)** | S | 2.70.2 (9) | 2.30.3 (9) | 2.00.2 (9) | 2.40.2 (9) |  |  | * |  |
| **Glucose (mg/dl)** | F | 160.47.2 (7) | 155.15.6 (9) | 206.812.2 (14) | 178.014.2 (15) |  |  | * |  |
| **Glucose (mg/dl)** | S | 131.83.1 (9) | 122.64.1 (8) | 177.14.4 (8) | 141.06.9 (9) | *** | *** | *** | * |
| **Cholesterol**  **(mg/dl)** | F | 148.311.9 (7) | 147.63.2 (9) | 239.69.5 (14) | 202.113.1 (15) |  | * | *** | *** |
| S | 123.84.5 (8) | 101.24.7 (8) | n.d. | n.d. | *** |  |  |  |
| **LDL (mg/dl)** | F | 23.71.7 (7) | 22.11.0 (9) | 40.81.4 (14) | 33.32.0 (15) |  | ** | *** | *** |
| S | 10.81.3 (8) | 5.80.9 (8) | n.d. | n.d. | ** |  |  |  |
| **HDL (mg/dl)** | F | 105.18.6 (7) | 105.21.8 (9) | 168.07.4 (14) | 144.49.3 (15) |  |  | *** | *** |
| S | 99.73.2 (8) | 82.93.3 (8) | n.d. | n.d. | *** |  |  |  |
| **FFA (mmol/l)** | F | 0.910.03 (7) | 0.970.05 (9) | 1.180.09 (14) | 1.140.13 (15) |  |  |  |  |
| S | 1.230.08 (8) | 1.220.06 (8) | n.d. | n.d. |  |  |  |  |
| **Triglycerides (mg/dl)** | F | 145.09.5 (7) | 140.515.7 (9) | 128.121.8 (14) | 94.66.6 (15) |  |  |  | *** |
| S | 84.37.5 (8) | 85.06.1 (8) | n.d. | n.d. |  |  |  |  |

# Supplementary material for: Loss of the Actin Remodeler Eps8 Causes Intestinal Defects and Improved Metabolic Status in Mice
**Source:** PLoS One. 2010 Mar 2;5(3):e9468. doi: 10.1371/journal.pone.0009468
**Supplement:** Table S2 — Expression profile of Eps8KO liver. Genes that were differentially expressed in Eps8KO liver respect to wild-type mice by gene-chip analysis are shown. For each gene we show: the common name (Gene), the accession number, the category derived from the Gene Ontology term, the known function, the level of differential expression in the gene-chip analysis (Chip fold change), and the validation by QPCR (QPCR fold change). ND, not done. (0.06 MB DOC)

| **Gene** | **Accession**  **Number** | **Category** | **Function** | **Chip**  **fold change** | **QPCR**  **fold change** |
| --- | --- | --- | --- | --- | --- |
| Car3 | NM_007606 | Metabolism | Carbonic anhydrase | 3.6 | 2.6 |
| Inmt | NM_009349 | Metabolism | Transferase | 3.6 | ND |
| Cat | NM_009804 | Metabolism | Catalase | 1.9 | ND |
| Ass1 | NM_007494 | Metabolism | Urea cycle | 1.6 | 1.7 |
| Pah | NM_008777 | Metabolism | Fatty acid biosynthesis | 1.6 | 1.7 |
| Scd1 | NM_009127 | Metabolism | Fatty acid biosynthesis | 1.6 | 1.7 |
| Fga | NM_010196 | Stress response | Blood clotting | -1.6 | ND |
| Hspa8 | NM_031165 | Stress response | Chaperone | -1.6 | ND |
| Fn1 | NM_010233 | Inflammation | Acute phase response | -1.7 | ND |
| Ambp | NM_007443 | Inflammation | Antioxidant | -1.8 | ND |
| Ly6e | NM_008529 | Inflammation | Immune response | -1.8 | -1.7 |
| C3 | NM_009778 | Inflammation | Immune response | -1.9 | ND |
| Ldha | NM_010699 | Metabolism | Citric acid cycle | -2.2 | -1.7 |
| Mbl1 | NM_010775 | Inflammation | Acute phase response | -2.4 | -1.5 |
| Cp | NM_007752 | Inflammation | Antioxidant | -2.5 | ND |
| Armet | NM_029103 | Stress response | ER Chaperone | -3.1 | -2.2 |
| Serpina3k | NM_009252 | Inflammation | Endopeptidase inhibitor | -3.3 | ND |
| Mup1 | NM_031188 | Metabolism | Transporter | -4.2 | -2.6 |
| Hpx | NM_017371 | Inflammation | Antioxidant | -5.0 | ND |
| Orm1 | NM_008768 | Inflammation | Acute phase response | -6.1 | ND |

# Supplementary material for: Loss of the Actin Remodeler Eps8 Causes Intestinal Defects and Improved Metabolic Status in Mice
**Source:** PLoS One. 2010 Mar 2;5(3):e9468. doi: 10.1371/journal.pone.0009468
**Supplement:** Table S3 — Meta-analysis of Eps8KO regulated genes. Meta analysis of genes differentially expressed in the liver of the Eps8KO/WT comparison in two independent datasets of CR mice. In the study by Pohjanvirta et al. 2008, two conditions of starvation (4 days and 10 days) were used, and both are reported in the comparison. In the study by Bauer et al. 2004, several conditions were used and we report the longest one (48 h) in the comparison. These data were used to create panel B of Fig. 5. In that panel, the study by Pohjanvirta et al. 2008 is referred as CR-II, and the study by Bauer et al. 2004 as CR-III. In that panel (Fig. 5B), we also computed the data from another study by Dhabhi et al. 2004 (referred to in the panel as CR-I). In the case of the study by Dhabhi et al. 2004, however, the raw data of the dataset are not available. We could not therefore perform a metanalysis, and simply used the gene list of differentially expressed genes as the authors reported it in their publication. In this table, each gene differentially expressed in the Eps8KO/WT comparison (column “Gene”) is followed by the chip fold change in the Eps8KO/WT comparison (in all cases P<0.05), and by the metanalyzed data from Pohjanvirta et al. 2008 and Bauer et al. 2004 indicating the fold change and the P-value (Welch's t-test, Hochberg and Benjamini correction). See details in Materials and Methods. NP, genes not present on the microarray platform used in the indicated studies. (0.06 MB DOC)

| **Gene** | **Eps8**  **KO/wt** | **Pohjanvirta et al.**  **(4 days)** | | **Pohjanvirta et al.**  **(10 days)** | | **Bauer et al.**  **(2 days)** | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Fold** | **Fold** | **P** | **Fold** | **P** | **Fold** | **P** |
| Car3 | 3.6 | -1.3 | 0.073 | -3.0 | 0.033 | -17.2 | <0.001 |
| Inmt | 3.6 | 2.9 | 0.039 | -1.2 | 0.383 | NP | NP |
| Cat | 1.9 | -1.1 | 0.177 | -1.1 | 0.057 | -1.5 | <0.001 |
| Ass1 | 1.6 | 1.1 | 0.059 | 1.2 | 0.024 | 1.2 | 0.126 |
| Pah | 1.6 | 1.2 | 0.008 | 1.2 | 0.024 | -1.1 | 0.594 |
| Scd1 | 1.6 | -104 | 0.001 | -121 | <0.001 | -13.7 | <0.001 |
| Fga | -1.6 | -1.1 | 0.168 | -1.2 | 0.007 | -1.4 | <0.001 |
| Hspa8 | -1.6 | 1.5 | 0.004 | 1.5 | 0.007 | 1.5 | <0.001 |
| Fn1 | -1.7 | -1.3 | 0.014 | -1.3 | 0.001 | -1.5 | <0.001 |
| Ly6e | -1.8 | -2.3 | 0.008 | -2.5 | <0.001 | -10.4 | <0.001 |
| Ambp | -1.8 | 1.0 | 0.325 | 1.0 | 0.999 | -1.9 | <0.001 |
| C3 | -1.9 | -1.1 | 0.572 | -1.1 | 0.020 | -1.4 | 0.001 |
| Ldha | -2.2 | -1.4 | 0.138 | -1.6 | 0.030 | NP | NP |
| Mbl1 | -2.4 | 1.0 | 0.475 | -1.1 | 0.398 | -1.7 | <0.001 |
| Cp | -2.5 | 1.5 | 0.121 | 2.1 | <0.001 | -1.1 | 0.807 |
| Armet | -3.1 | NP | NP | NP | NP | NP | NP |
| Serpina3k | -3.3 | NP | NP | NP | NP | NP | NP |
| Mup1 | -4.2 | NP | NP | NP | NP | NP | NP |
| Hpx | -5.0 | -1.1 | 0.025 | -1.1 | 0.002 | NP | NP |
| Orm1 | -6.1 | -1.2 | 0.170 | -1.6 | 0.001 | -2.0 | <0.001 |

How the deposited data were processed for this re-analysis (not part of the article)

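Gene expression was measured in livers of 4 male Eps8KO mice on 8 cDNA arrays with 2 colours, each mouse against a pool of WT liver RNA in a dye swap. The deposited values are log2 ratios of Cy5 over Cy3. The paper describes total intensity normalisation to a mean log2 ratio of 0 in MIDAS, a background check in both channels, a tolerance policy and a flip dye consistency check, but does not say whether the deposited values are those after these steps. The deposited array means ranged from -0.39 to -0.18, and the highest value of an array was repeated 48 to 103 times. Scanner intensities were not analysed here, so signal over background is not known for single spots, and the number of arrays limits the precision. All 8 value columns were used and 0 left out. Unturned arrays of opposite orientation of a mouse correlated with r from 0.0684 to 0.14, and arrays of the same orientation of different mice with 0.0818 to 0.204. The plan was to turn arrays where the first correlation was negative. It was positive in all 4 mice, so it did not bear out the turning, which rests on the dyes in the labels. The means of 2 mice after turning correlated with r from -0.0287 to 0.0315, so mice shared almost no pattern across all features.

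Gene symbols were taken from the platform's table, in which 12398 probes have 1 symbol, all matched by gene ID to the RefSeq genes of assembly GRCm38.p6, which was used for names alone. The probe numbers were shifted by 32 against the row numbers of the values, as 12367 rows were then named. The shift was found from the values. The noise test that came first at this shift was devised after correlations between probes of a gene had failed to single out a shift, and the lists of liver and housekeeping genes it used also hold acute phase genes and endoplasmic reticulum chaperones. Without these and the genes of Table S2, 0 of 2000 other shifts had noise as low for the other 401 probes. With these divided by gene into 2 sets of 206 and 195 probes, each set alone chose this shift, and in the set that had not chosen 0 of 2000 other shifts had noise as low. The narrower of the scans of the Cy5 over Cy3 ratio was made after the wider one had not put this shift first, and with the highest and lowest 1% of values kept as they are, 7 of 2000 and 853 of 24000 other shifts were as high. In each of 10 windows of probe numbers, noise at this shift lay below the mean over shifts. Among 2000 other shifts, 0 gave a median ratio as low for 26 probes of acute phase genes outside Table S2 (-0.58, next -0.28). The same held for 33 probes of endoplasmic reticulum chaperones outside Table S2 (-0.42, next -0.27). Both medians were counted in favour of the shift, so the low ratios of these lists took part in the naming.

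The sign was turned on arrays with Eps8KO RNA in Cy3, the 2 arrays of a mouse and then the probes of a gene were averaged, and a feature needed a value in all 4 mice. Features were tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3, as an intercept against 0 with Benjamini-Hochberg adjustment. Counts were made at an adjusted p under 0.05 and at the paper's 1.6-fold with an unadjusted p under 0.05. The paper's text names SAM without its settings and does not say whether P was adjusted. The WT pool is 1 control sample. Gene lists, 33 fixed in advance of which 31 had at least 5 measured genes, were tested with camera at a preset correlation between genes of 0.01, with an estimated correlation and with fry. Female-biased liver genes and red blood cell markers had 4 measured genes each and were not tested. Directions were compared with exact binomial tests, and correlations across genes with exact permutations or 100000 permutations in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9.

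Named genes are the genes of Table S2, whose values were known from the paper, the 15 highest and 15 lowest ratios among named genes with the same direction in all 4 mice (at 1.6-fold and an unadjusted p under 0.05, since fewer than 10 passed the adjusted threshold), and the 4 genes of each list with the smallest p. The alternatives were array medians set to 0, values on all 8 arrays or in at least 3 mice, a flip dye filter at a log2 difference of 1, arrays of 1 orientation, 8 arrays as replicates, a random block for the mouse with a dye term, 1 feature per probe, a one-sample test without moderation, a SAM statistic on 8 arrays as replicates with 100 sign flips over the arrays, a robust prior, each mouse left out, and other thresholds and set tests. The fit was tested on simulated data. With 4 mice it recovered 3% of genes changed by a log2 value of 1 and 57% of those changed by 2 at an adjusted p under 0.05. The fit with a dye term on 11727 features recovered 64% and 86%. Its 8 arrays were simulated with independent noise and without a spread between mice, and fitted without the mouse block. The higher recovery follows from that setting and is no check of this fit on 4 mice. The adjusted p of the fit with a dye term is quoted for single genes beside that of the main test, a choice made after the main test had passed 0 features. This fit gave the arrays of a mouse a correlation of -0.00244, so the 8 arrays counted almost as independent replicates of 4 mice.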

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

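The patterns of this part were seen first. The test of dye bias replaced a stricter one on each array, which had left the chaperones undecided, and the test of misplaced names replaced others on the same shifts. The tests of dye bias and of misplaced names, and the statement on the WT pool, were chosen after the results were seen, while the predictions for values at the upper limit and for turned signs were written before those tests were run.

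Acute phase genes, which the paper does not analyse as a group, had a median log2 ratio of -0.84 over 27 genes in Eps8KO liver (camera adjusted p = 8.28e-20 with a preset correlation, adjusted p = 0.186 with an estimated correlation, fry adjusted p = 0.00955), with 24 genes below 0 and 15 lower adjusted over the list alone. With arrays centred on their medians and the orientations of a mouse averaged, where an additive dye bias of a spot cancels, the list median was -0.775 ± 0.10 (SD, n = 4 mice). The main estimate already averages the orientations, so this value largely repeats it. It argues against an additive bias as the whole cause, and a dye bias of another kind was not tested. With Eps8KO RNA in Cy5 alone (median -0.39, in Cy3 -1.54) the call was lost (camera adjusted p = 0.146, range over alternatives 5.2e-26 to 0.854). A median of -0.65 on features measured on all 8 arrays and without values at the upper limit, of which the list held 1, argues against missing and limit values. The noise of probes outside this list, chaperones and Table S2 argues against another shift of all names. In 1 set of the genes, 0 of 2000 other shifts had noise as low as the shift chosen on the other set. Correlations between probes of a gene did not single out this shift, as 256 of 2000 others were as high for the Eps8KO over WT ratio. Wrong names of single spots were not tested. Without the genes of Table S2, the median of 20 genes was -0.75. The low median of acute phase genes, also outside Table S2, had been counted in favour of the shift, so it is no independent check of the names. A lower level in Eps8KO liver and an acute phase response in a mouse of the WT pool cannot be told apart, because the pool is 1 control sample.

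Chaperones of the endoplasmic reticulum had a median of -0.38 over 23 genes (camera adjusted p = 4.29e-07, adjusted p = 0.385 with an estimated correlation, fry adjusted p = 0.0923), with 10 genes lower at an unadjusted p under 0.05 and 0 adjusted over the list alone. With arrays centred and the orientations of a mouse averaged, the list median was -0.44 ± 0.23 (SD, n = 4 mice), which again largely repeats the main estimate. It argues against an additive dye bias of the spots as the whole cause, and a dye bias of another kind was not tested. With Eps8KO RNA in Cy5 alone (median -0.19, in Cy3 -0.80) the list lay below the median of all spots on 3 of 4 arrays, the flip dye filter gave a median of -0.07, and with Cy5 alone the call was lost (adjusted p = 0.715, range over alternatives 6.83e-14 to 0.854). A median of -0.47 on features measured on all 8 arrays and without values at the upper limit, of which the list held 1, argues against missing and limit values. The same test between sets, with 0 of 2000 other shifts, argues against another shift of all names. Correlations between probes of a gene did not single out the shift, and wrong names of single spots were not tested. The low median of this list had been counted in favour of the shift too, so it is no independent check of the names. A difference between Eps8KO and WT liver stays open with 1 control sample. In mouse 4 the median of this list was -0.78, apart from the other 3 mice.

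Other lists with lower ratios that the paper does not analyse as groups were complement and coagulation (median -0.20, adjusted p = 9.19e-05), ribosomal proteins (-0.15, 8.74e-06), heat shock proteins (-0.19, 0.00646), the proteasome (-0.18, 0.00644) and antioxidant defence (-0.10, 0.0125), all from camera with a preset correlation. With an estimated correlation, each had an adjusted p of 0.385. On the 4 arrays with Eps8KO RNA in Cy5, the medians of complement and coagulation, ribosomal proteins, the proteasome and antioxidant defence were above 0, at 0.16, 0.22, 0.17 and 0.22.

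Of 175 groups of 4 values looked at, 11 had a mouse far from the other 3, and chance gives about 1 in 20. Mouse 3 stood apart for Apoa5 (0.31), Elovl5 (0.80), Hlf (0.72), Nr1d1 (3.88) and Rpl39 (-0.67), mouse 1 for Sos1 (3.94), Timp2 (1.43) and Trmt61a (0.42), and mouse 2 for Psmb10 (1.56) and for the median of adipocyte markers (-0.19).

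With Eps8KO RNA in Cy3, 1487 features were higher and 466 lower at 1.6-fold and an unadjusted p under 0.05, and with it in Cy5, 222 were higher and 1350 lower. Before any sign was turned, the mean ratios of the orientations correlated across features with r = 0.205, which is consistent with a dye bias of the spots. The arrays of 1 orientation are therefore no independent check of a direction.

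The 407 features past 1.6-fold and an unadjusted p under 0.05 compare with at most 373 when the signs of whole mice were turned. The real pattern was 1 of 8, too few for a share under 0.05.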

How the results depend on the processing

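Leaving out the repeated highest values and naming the spots without the shift were chosen after the results were seen. So was the choice to count a turned direction of a list or named gene as reversed only where 1 side had passed its threshold. By this count 36 values reversed, and 87 others turned with neither side past it. Named genes were not followed under names without the shift. The direction of a list is that given by camera or fry, which can differ from the sign of its median. That of a gene is the sign of its log2 ratio. No paired analysis was possible because there is 1 group of mice against 1 pool.

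Of 2787 values of lists and named genes under the alternatives, 2318 kept their direction, as defined above, and side of the threshold, 236 lost their call and 110 gained one. The cause was not tested for any change below, apart from the smaller number of features where values are required on all 8 arrays or filtered. Spot intensities were not analysed, so what signal over background limits is not known.

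At an adjusted p under 0.05, against 0 higher and 0 lower, there were 1 higher and 11 lower with values on all 8 arrays, 3 and 8 with Eps8KO RNA in Cy3 only, 0 and 11 with 8 arrays as replicates, 5 and 30 with the mouse as random block and a dye term, and 0 and 15 with the SAM statistic. Without replicate 1, 2, 3 or 4 in turn, both counts ranged from 0 to 0. At 1.6-fold and an unadjusted p under 0.05, against 164 higher and 243 lower, there were 80 and 127 with values on all 8 arrays, 17 and 44 with the flip dye filter, 222 and 1350 with Eps8KO RNA in Cy5 only, 1487 and 466 with it in Cy3 only, 43 and 98 with 8 arrays as replicates, 78 and 129 with the dye term, 81 and 133 with the one-sample test without moderation, and 102 and 146 with the SAM statistic. With an adjusted p in its place there were 0 and 0, and with no p 859 and 965. Leave-one-out counts ranged from 219 to 253 higher and from 239 to 334 lower, with 253 higher without replicate 4.

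For Table S2, 14 of 14 directions became 2 of 2 with the flip dye filter, 11 with Eps8KO RNA in Cy5 only, 11 with it in Cy3 only and 8 with names without the shift, and stayed between 14 and 14 in leave-one-out. The r with the chip folds was 1.0 over 2 genes with the flip dye filter, where it has no meaning, 0.344 with names without the shift, and 0.899 to 0.929 in leave-one-out. The r with the QPCR folds was 1.0 over 2 genes with that filter, 0.874 with Eps8KO RNA in Cy3 only, 0.989 with it in Cy5 only, 0.215 with names without the shift, and 0.937 to 0.985 in leave-one-out. The directions shared with each of the 3 conditions of Table S3 were 0 of 1 with the flip dye filter, 5 with Eps8KO RNA in Cy5 only and 8, 8 and 7 with it in Cy3 only. Leave-one-out gave 7 to 7, 7 to 7 and 8 to 8. There all 14 genes kept the direction of Table S2, so these last counts could not change.

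Against 8 gene lists lower and 0 higher, there were 2 lower with the flip dye filter, 0 lower and 10 higher with Eps8KO RNA in Cy5 only, 16 lower with it in Cy3 only, 0 lower with names without the shift, 0 lower with an estimated correlation and 1 lower with fry. 1 list was higher, xenobiotic metabolism, with array medians set to 0, with values on all 8 arrays, with 8 arrays as replicates, with the dye term, with the one-sample test, with the SAM statistic and with the repeated highest values left out. Leave-one-out gave 5 to 7 lower and 0 to 2 higher. Table S2 lost its call without replicate 1 or 2, heat shock proteins and antioxidant defence without replicate 1 or 3, and the proteasome without replicate 4. Without replicate 3, exocrine pancreas was lower, and without replicate 4, xenobiotic metabolism and the urea cycle were higher.

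The direction of a list, with its median in brackets, reversed with Eps8KO RNA in Cy5 only for Table S2 (0.0635), complement and coagulation (0.16), antioxidant defence (0.22), the proteasome (0.17), ribosomal proteins (0.22) and the respiratory chain (0.33), and with it in Cy3 only for fatty acid oxidation (-0.26), the urea cycle (-0.38), xenobiotic metabolism (-0.20) and lipoproteins (-0.58). With names without the shift, the direction reversed for Table S2 (0.0352), complement and coagulation (0.0524), chaperones of the endoplasmic reticulum (0.0071) and ribosomal proteins (0.0701). Changes in the sign of a median alone are not listed. Single genes reversed with Eps8KO RNA in Cy5 only for Actr3 (-1.30), Ambp (0.26), Apom (0.44), Bst2 (0.0523), Fabp4 (0.0103), Fn1 (0.0445), Ifitm3 (0.52), Igf1r (-0.77), Ly6e (0.0825), Mylpf (0.27), Ndufb8 (-0.88), Rpl39 (0.00375), Rplp0 (0.36), Selenbp2 (0.35) and Slc37a4 (-0.92), with it in Cy3 only for Apoa1 (-0.64), Apoe (-0.77), Ass1 (-0.25), Cat (-0.28), Cpa1 (0.96) and Elovl5 (-0.06), and with values on all 8 arrays for Rps21 (-0.35).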

Differences from the paper's values

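The alternatives named here were set before the data were examined, and no test of this part was chosen after the results were seen. The gene names, however, rest on a shift that was found from the values. The chip folds of Table S2 took part in finding it, so the comparison of single genes with these folds is not independent.

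The paper reports 20 genes past 1.6-fold and P under 0.05. At 1.6-fold, 407 features passed here with an unadjusted p under 0.05 and 0 with an adjusted p, and the paper does not say which P is meant. With an unadjusted p, none of the alternatives came within 1.5 times of the paper's count, the lowest count being 61 with the flip dye filter. With an adjusted p, the SAM statistic did, with 15 features (0 higher and 15 lower, among them Orm1 and Hpx of Table S2), and there were 12 with values on all 8 arrays, 11 with 8 arrays as replicates, 11 with Eps8KO RNA in Cy3 only and 35 with the mouse as random block and a dye term. The 15 features include spots without a name, so they are not a count of genes. The paper used a background check, a flip dye check and SAM together, and this combination was not run here. The flip dye filter used here kept 2 of the 14 genes of Table S2 with a named probe, so its count is not one under the paper's filter. The SAM statistic took the 8 arrays as independent replicates of 4 mice, and the fit with a dye term almost did.

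Chip fold changes of Table S2 that differed by more than the SD between mice were, with the paper's value first, 3.6 and 2.07 for Car3, 3.6 and 2.59 for Inmt, 1.9 and 1.41 for Cat, 1.6 and 1.37 for Ass1, -1.6 and -3.41 for Fga, -1.8 and -1.57 for Ambp, -2.4 and -1.79 for Mbl1, -2.5 and -1.31 for Cp, and -3.1 and -1.52 for Manf. With Eps8KO RNA in Cy5 only, the values of Car3 (3.19), Inmt (4.06), Fga (-1.91) and Cp (-1.81) lay within the SD of the paper's, as did Cp with 1 feature per probe (-1.92 for the probe with the smaller p, while the other lay at a log2 ratio of 0.17) and Ambp without replicate 2 (-1.61) or without replicate 3 (-1.62). None of the alternatives did so for Cat, Ass1, Mbl1 and Manf. The folds of Scd1, Fn1, Ly6e, Hpx and Orm1 lay within the SD of the paper's. With Eps8KO RNA in Cy5 only, none of these did: the folds were 2.35, 1.03, 1.06, -2.14 and -3.42. The paper's are 1.6, -1.7, -1.8, -5.0 and -6.1.

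The paper calls all genes of Table S2. Of the 14 with a named probe, Scd1, Cat, Ass1, Fn1, Ambp, Ly6e, Cp and Manf did not pass 1.6-fold and an unadjusted p under 0.05 here, although all had the paper's direction. Each passed under some alternatives: Cat and Ass1 with Eps8KO RNA in Cy5 only, Scd1 with that and without replicate 1, Cp with that and with 1 feature per probe, and Fn1 with Eps8KO RNA in Cy3 only. With Eps8KO RNA in Cy3 only, Ambp, Ly6e and Manf passed as well, Ambp also without replicate 2 or 3, and Ly6e also with array medians set to 0 and without replicate 1, 2 or 3. Manf also passed with values on all 8 arrays, with 8 arrays as replicates, with the dye term, with 1 feature per probe, with the SAM statistic and without replicate 3.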

Other observations

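The fit with a dye term was an alternative set before the data were examined, but it was chosen for quoting here after the main limma test had passed 0 features. That fit counted the 8 arrays almost as independent replicates of 4 mice (correlation of the arrays of a mouse -0.00244). The gene names rest on a shift that was found from the values.

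Among acute phase genes, Fgb and Fgg, the other chains of fibrinogen, had log2 ratios of -1.34 ± 0.20 and -1.56 ± 0.30 (SD, n = 4 mice), below 0 in 4 of 4 mice, and Lcn2, a protein that binds iron carriers, -2.14 ± 0.63 with 2 probes that differed by more than 1. With limma on the 4 mice, adjusted p was 0.345 for Fgb, 0.36 for Fgg and 0.454 for Lcn2. In the limma fit with a dye term, it was 0.00245 for Fgb, 0.00471 for Fgg and 0.00125 for Lcn2, and 10 of 25 acute phase genes passed. Cfb, of the complement system, was at -0.92 ± 0.22 (adjusted p = 0.557, and 0.0126 in that fit). Of the chaperones, Hspa5 was at -1.20 ± 0.50, Pdia4 at -0.85 ± 0.23 and Dnajc3 at -0.64 ± 0.20, with adjusted p of 0.75, 0.635 and 0.824 on the 4 mice and of 0.0831, 0.0783 and 0.0333 in that fit. Mt2, a metallothionein, was at -1.25 ± 0.43, with probes at -2.41 and -0.10.

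Markers of other cell types did not pass camera's test: macrophages (median 0.01, adjusted p = 0.764), lymphocytes (0.11, 0.561), stellate cells (0.04, 0.65), endothelial cells (-0.06, 0.365), bile duct cells (-0.05, 0.412), exocrine pancreas (-0.18, 0.0839), adipocytes (-0.24, 0.65) and skeletal muscle (0.08, 0.72). The same held for the circadian clock (-0.05, 0.69), the interferon response (-0.09, 0.263), male-biased liver genes (-0.08, 0.65) and the Eps8 family with its actin partners (0.06, 0.678). Fry's mixed test, which takes changes either way, passed for bile duct cells (adjusted p = 0.0111) and adipocytes (0.0103) and for none of the other lists of this paragraph. It passed for 15 of all 31 lists tested. Over all features, 0 members of these lists passed an adjusted p under 0.05 with limma.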
